# Delayed atorvastatin delivery promotes recovery after experimental spinal cord injury

**DOI:** 10.1016/j.neurot.2024.e00517

**Published:** 2025-01-04

**Authors:** Samuel C. Buchl, Ha Neui Kim, Benjamin Hur, Whitney L. Simon, Monica R. Langley, Jaeyun Sung, Isobel A. Scarisbrick

**Keywords:** Chronic spinal cord injury, Locomotor recovery, RNA sequencing, Spinal cord transcriptomics, Pathway analysis

## Abstract

Spinal cord injury (SCI) significantly alters gene expression, potentially impeding functional recovery. This study investigated the effects of atorvastatin, a widely prescribed cholesterol-lowering drug, on gene expression and functional recovery in a chronic murine SCI model. Female C57BL/6J mice underwent moderate 0.25 ​mm lateral compression SCI and received daily atorvastatin (10 ​mg/kg) or vehicle-only injections from two weeks post-injury for four weeks. Sensorimotor functions were assessed using the Basso Mouse Scale (BMS), its subscore, and the inclined plane test. RNA sequencing of spinal cord tissues identified robust transcriptomic changes from SCI and a smaller subset from atorvastatin treatment. Atorvastatin enhanced sensorimotor recovery within two weeks of treatment initiation, with effects persisting to the experimental endpoint. Pathway analysis showed atorvastatin enriched neural regeneration processes including Fatty Acid Transport, Axon Guidance, and the Endocannabinoid Developing Neuron Pathway; improved mitochondrial function via increased TCA Cycle II and reduced Mitochondrial Dysfunction; and decreased Inhibition of Matrix Metalloproteases. Key gene drivers included *Fabp7*, *Unc5c*, *Rest*, and *Klf4*. Together, these results indicate atorvastatin's potential in chronic SCI recovery, especially where already indicated for cardiovascular protection.

## Introduction

In the landscape of cardiovascular therapeutics, statins (3-Hydroxy-3-methylglutaryl coenzyme A reductase [HMGCR] inhibitors), are widely prescribed for their critical role in lipid disorder management [1]. Atorvastatin is one statin particularly notable for its ability to reduce blood cholesterol levels and cardiovascular disease risk [2,3] and is overall one of the most prescribed pharmaceuticals in the United States year-to-year [4]. Amid rising cardiovascular disease rates, with 40% of the U.S. population estimated to be impacted by 2030 [5,6], atorvastatin's high prescription rate reflects its critical therapeutic relevance. Atorvastatin use is particularly important for individuals with severe spinal cord injuries (SCI), whose reduced mobility further elevates cardiovascular risk [[7], [8], [9]]. Despite atorvastatin’s benefits, including reduced overall mortality rates for those with SCI [10], its usage raises concerns, particularly regarding central nervous system (CNS) health.

As a highly lipophilic statin, atorvastatin inherently crosses the intact blood-brain barrier (BBB) [11], potentially leading to off-target impacts. These concerns intensify in cases of CNS disease and injury, where a compromised BBB allows greater drug penetration [[12], [13], [14], [15]]. This increased penetrance may explain some reports of cognitive dysfunction that led to the FDA's black box warning for the drug [16]. Since the CNS depends on endogenous cholesterol synthesis [[17], [18], [19]], especially following injury [20], understanding the role of atorvastatin, particularly within the injured CNS, is of high clinical relevance.

Recent studies offer contrasting insights into the effects of statin treatment when initiated before or acutely following CNS injuries. While some studies indicate enhanced recovery [[21], [22], [23], [24], [25], [26], [27], [28], [29], [30], [31], [32]], others report limited or no significant benefit [[33], [34], [35]], or even impaired remyelination [36]. Our own retrospective analysis of a historical cohort of individuals with SCI indicated that use of statins, including atorvastatin, initiated before SCI and continuing through the acute recovery phase correlated with reduced improvements in motor function over the first two months following SCI [37]. An earlier study showed that individuals with hyperlipidemia and lumbar SCI experienced modest protection from low-dose but not high-dose atorvastatin treatment [38]. Together these findings stress the urgency for a mechanistic understanding of statins’ actions in the injured CNS, and the conditions under which statins hinder or enhance recovery.

In the present study, we determined the impact of atorvastatin delivery initiated 2 ​wk after experimental murine SCI on sensorimotor recovery and on gene expression patterns in the injured spinal cord. Our findings uncover a beneficial role for atorvastatin after SCI, demonstrating enhancements in sensorimotor recovery and modulation of SCI-induced transcriptional changes.

## Materials and Methods

### Overview of SCI lateral compression model and post-SCI treatments

Twelve-week-old female C57BL/6J mice (stock #000664, Jackson Laboratory, Bar Harbor, ME) were utilized for all SCI procedures. Mice were maintained in an environmentally controlled setting, with temperatures regulated between 22 and 24C and a consistent 12-h light/dark cycle. All experimental protocols were conducted following approval from the Mayo Clinic Institutional Animal Care and Use Committee (IACUC) and in compliance with National Institutes of Health guidelines.

The experimental timeline is shown in Fig. 1A. During the initial phase of the study, age-matched female mice were randomized into two SCI conditions. The first condition, designated the SCI ​+ ​Atorvastatin group, included 7 mice subjected to lateral compression SCI and subsequent intraperitoneal (i.p.) delivery of atorvastatin (10 ​mg/kg, Sigma-Aldrich) dissolved in a vehicle composed of 2 ​% dimethyl sulfoxide (DMSO; ATCC), 35 ​% polyethylene glycol (PEG) 400 (Sigma-Aldrich), 2 ​% Tween 80 (Sigma-Aldrich), and 61 ​% saline. The second condition, designated the SCI ​+ ​Vehicle group, also included 7 mice subjected to SCI, followed by i.p. injections of the vehicle alone.

**Fig. 1:**
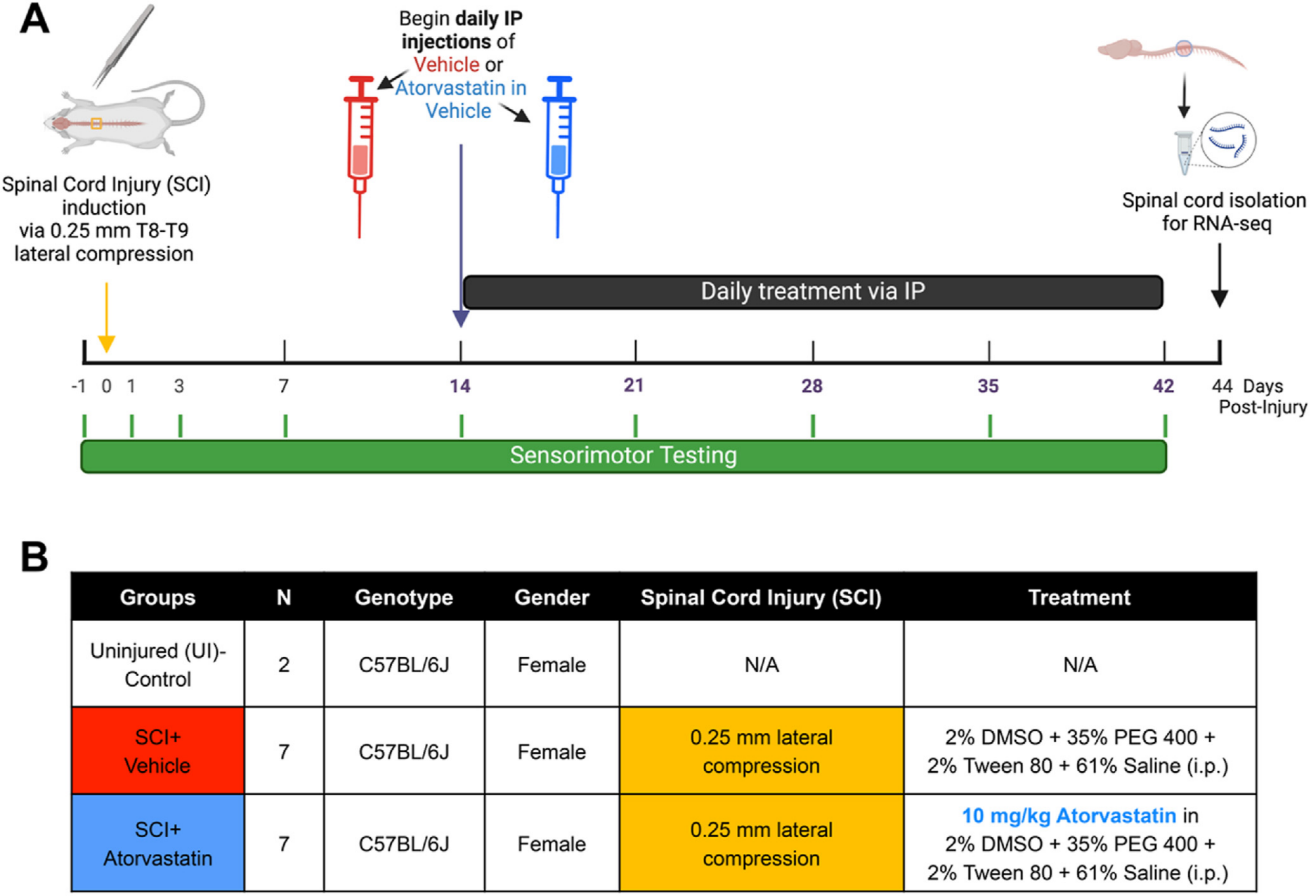
**Experimental design for delayed atorvastatin or vehicle control administration following lateral compression SCI.** (A) Experimental timeline for evaluating the effects of atorvastatin on SCI in C57BL/6J female mice. (B) Table of experimental groups (sex, n included in table) for assessing the therapeutic effect of atorvastatin delivery initiated 2 ​wk post-SCI. Experimental mice underwent a laminectomy at vertebral T8-T9 followed by lateral compression SCI using forceps with a 0.25 ​mm gap. Subsequently mice were randomized across two groups: SCI ​+ ​Atorvastatin or SCI ​+ ​Vehicle, receiving, respectively, daily intraperitoneal (i.p.) injections of either atorvastatin in a vehicle, or the vehicle alone, starting 14 ​d post-injury. Daily injections continued for 4 ​wk, with sensorimotor recovery evaluated using BMS and inclined plane tests at specified intervals (1A, green ticks). SCI was induced in the experimental groups when mice were 12 ​wk. Spinal cords from Uninjured Control mice were isolated at 14 ​wk of age. In the SCI groups, treatment (atorvastatin or vehicle) commenced when mice were 14 ​wk old and continued until spinal cord isolation at 18 ​wk of age for downstream RNA-seq analyses.

Sample size determination was informed by variability in Basso Mouse Scale (BMS) scores from prior SCI research [39,40]. A power analysis, conducted for ANOVA with a target statistical power of 0.8 and a significance level of α ​= ​0.05 using SigmaStat software version 13.0 (Systat Software Inc.), indicated that at least six mice per group would be necessary to reliably detect a 2-point difference in mean BMS scores, a functionally significant difference in terms of motor function. To account for potential losses due to mortality, one mouse was added to each group, for n ​= ​7 per SCI group. Additionally, two female C57BL/6J mice, aged 14 ​wk at the time of spinal cord isolation served as Uninjured Controls for subsequent RNA-seq analysis. Fig. 1B displays a table outlining all mice and conditions included in this study.

In this study, we employed a moderate lateral compression SCI model, known to induce substantial astrocytic and microglial activation as well as neuronal death, which contribute to incomplete recovery [[41], [42], [43], [44], [45], [46], [47]]. Deep anesthesia was induced in the mice via i.p. injection of xylazine (10 ​mg/kg, Akorn, Inc., Lake Forest, IL) and ketamine (100 ​mg/kg, Fort Dodge, IA). To mitigate the risk of infection, Baytril (10 ​mg/kg, Bayer Health Care, Shawnee Mission, KS) was administered i.p. prior to the surgical procedure. A precise laminectomy was performed at the T8-9 vertebral level, ensuring the dura mater remained intact. Subsequently, Dumont-type 2 forceps equipped with a 0.25 ​mm spacer were employed to laterally compress the spinal cord for a duration of 14 ​s [46,47]. Post-surgery, each mouse received 0.2 ​ml saline i.p. to replenish blood volume. Recovery was facilitated on a heating pad, accompanied by daily i.p. Buprenex injections (0.05 ​mg/kg, Reckitt Benckiser Healthcare, England) every 12 ​h for 72 ​h post-surgery, following an initial preoperative dose, to alleviate pain. Manual bladder voiding was performed twice daily until the restoration of autonomous bladder function. Throughout the experiment, mice had unrestricted access to food and water.

### Randomization and treatment schedule

At 14 ​d post-injury, the 14-week-old mice with SCI underwent sensorimotor testing and body mass measurement and were randomized into treatment groups: SCI ​+ ​Atorvastatin or SCI ​+ ​Vehicle. Treatment groups were subsequently confirmed to have statistically equivalent scores on all sensorimotor tests and equivalent body mass at this time point (unpaired two-tailed t-tests, all ps ​> ​0.05). Daily i.p injections were then initiated by a blinded experimenter without knowledge of the specific treatment being administered. Treatment continued for 4 ​wk (Fig. 1A-B).

Atorvastatin and vehicle were administered i.p. to ensure consistent delivery, minimize stress and potential injury from repeated oral gavage [48], and to maintain consistency with prior studies [25,26,29,32]. This route mitigates issues with gastrointestinal absorption due to SCI-induced dysfunction [49] and reduces variability associated with oral administration [50]. The dose of 10 ​mg/kg was chosen based on prior dose-response studies in rodent neuropathic pain models, which identified maximal efficacy at this dose compared to lower (3 ​mg/kg) or higher (30 ​mg/kg) doses [51,52].

### Sensorimotor outcome measures

To assess sensorimotor function, the Basso Mouse Scale (BMS) open field test was utilized prior to injury (d −1), at 1, 3, and 7 ​d after SCI, and weekly thereafter to 42 ​d after injury. As previously described [40,46], mice were placed in a circular, Plexiglas-enclosed open field in which movements were video-recorded for a period of 3 ​min. Subsequently, a blinded observer analyzed various aspects of motor function, including paw placement, parallel paw position and forelimb-hindlimb coordination. This analysis yielded the BMS score with a maximum of 9 (Fig. 2A). Additionally, the BMS subscore was used to assess changes in stepping frequency, coordination, paw position, trunk stability, and tail position, yielding a maximum score of 11 (Fig. 2B). The inclined plane test, serving as a second independent assessment of sensorimotor function, was administered pre-injury (d −1), 7 days post-SCI, and then weekly until 42 days post-injury (Fig. 2C). This test evaluates sensorimotor control and grip strength by measuring the maximum angle at which a mouse can maintain its grip on a textured surface, with the incline adjusted gradually up to a maximum of 110° from the horizontal position [53,54]. Body mass was also measured on d −1, d 7, then weekly to 42 ​d post-injury to assess feeding behavior and overall health (Fig. 2D).

**Fig. 2:**
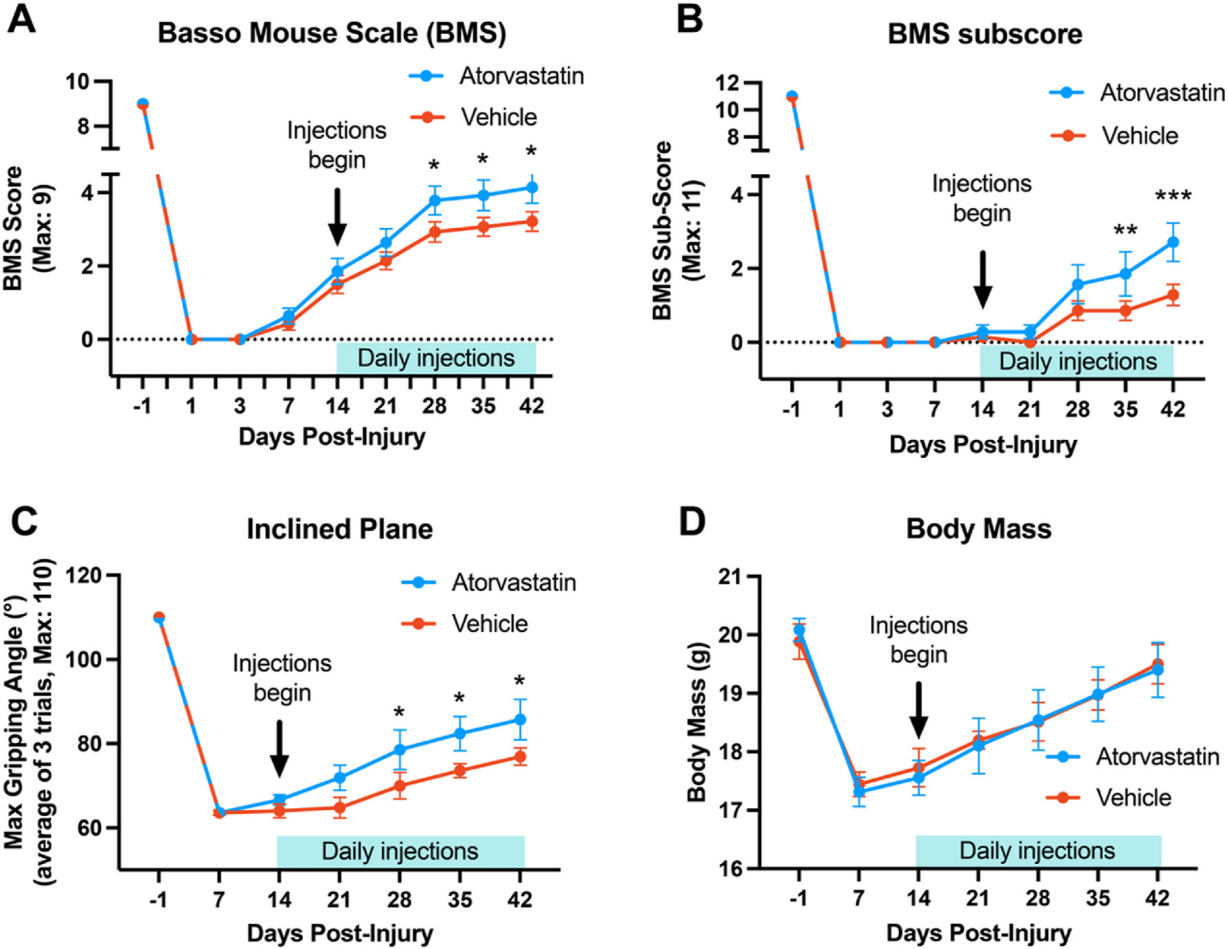
**Delayed atorvastatin treatment enhances functional recovery following SCI.** Measures of sensorimotor function and body mass were conducted pre-injury and at multiple post-injury time points. (A) Basso Mouse Scale (BMS) scores highlight improved locomotor recovery in atorvastatin-treated mice, indicating significant enhancements in movements such as ankle motion and tail position starting from 2 ​wk post-treatment, with elevated scores at 28, 35, and 42 ​d post-injury. (B) BMS subscores indicate enhanced recovery of additional motor measures, including stepping frequency, coordination, and trunk stability, at 35 and 42 ​d post-injury. (C) Inclined plane test results demonstrate increased strength in atorvastatin-treated mice, with notable improvements in ability to maintain a grip at greater angles observed at 28, 35, and 42 ​d post-injury. (D) Body mass measurement, an indirect measure of health and recovery, showed no significant differences between groups throughout the recovery period. Statistical analysis utilized two-way repeated measures ANOVA and Student-Newman-Keuls post-hoc tests. Values represent mean ​± ​SEM. ∗∗∗p ​< ​0.001; ∗∗p ​< ​0.01; ∗p ​< ​0.05.

### Isolation of RNA from tissues

At the experimental endpoint 44 ​d post-injury, mice were injected with a terminal dose of pentobarbital (60 ​mg/kg; Abbott Laboratories), perfused with ice-cold saline, and spinal cords were isolated. To provide an additional control for RNA-sequencing (RNA-seq), spinal cords from the sex-matched Uninjured Control mice (n ​= ​2) were harvested in parallel. The complete tissue isolation and RNA-seq pipeline is depicted in Fig. 3A.

**Fig. 3:**
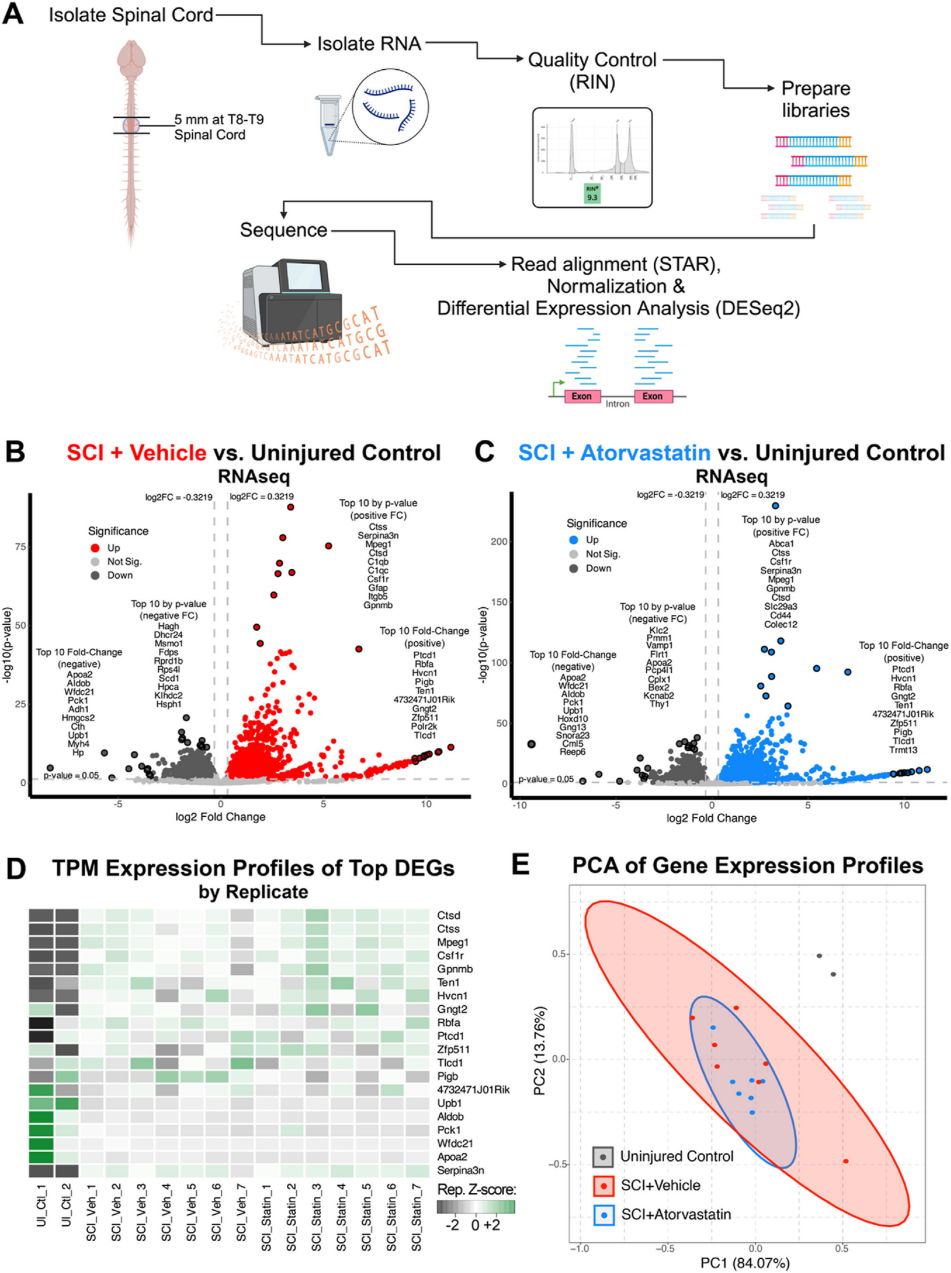
**Gene expression profiling of spinal cord shows a common transcriptomic response across SCI treatment conditions and an effect of delayed delivery of atorvastatin.** (A) Spinal cord sample processing workflow depicting spinal cord isolation to RNA sequencing at 44 ​d post-injury. A 5 ​mm segment at the injury epicenter (vertebral levels T8-T9) was collected from the SCI-treated mice and the corresponding region from Uninjured Controls. The samples underwent RNA extraction, quality assessment, library construction, and high-throughput Illumina paired-end sequencing. “RIN” ​= ​RNA integrity number. (B) Volcano plots compare gene expression of SCI ​+ ​Vehicle with Uninjured Controls or (C) SCI ​+ ​Atorvastatin with Uninjured Controls, highlighting differentially expressed genes surpassing the expression fold change and statistical significance thresholds (|log2(fold change)| ​> ​0.322 [>25 ​% change]; FDR <0.05), with top 10 genes by fold change and p value in each quadrant encircled and listed. (D) Heatmap of gene expression by replicate in transcripts per million (TPM) details genes commonly changed in SCI across both treatment groups, indicating a core set of SCI-responsive genes. The Z-score for each replicate was calculated across groups per gene. “UI_Ctl” ​= ​Uninjured Control; “SCI_Veh” ​= ​SCI ​+ ​Vehicle; “SCI_Statin” ​= ​SCI ​+ ​Atorvastatin. (E) PCA plot delineates the groups based on gene expression, with the SCI ​+ ​Atorvastatin group showing tighter clustering.

Immediately following dissection, a 5 ​mm section of the spinal cord centered around the injury site of injured mice or the equivalent region in uninjured mice was preserved in RNAlater (Invitrogen) according to the manufacturer's protocol and then stored at −80 ​°C. RNA extraction was carried out using Trizol (Invitrogen), followed by a purification step with the RNeasy Mini Kit (Qiagen), which included an on-column DNase treatment to eliminate genomic DNA. Quantity and quality of the extracted RNA were assessed using RiboGreen (Thermo Fisher Scientific) for quantification and the High Sensitivity RNA ScreenTape assay (TapeStation 4.1.1, Agilent) for quality control. Library preparation was conducted using the SMARTer Stranded Total RNA-seq Kit v2 - Pico Input Mammalian (Takara Bio), with subsequent normalization and pooling for sequencing. Sequencing was conducted at the University of Minnesota Genomics Center (Minneapolis, MN), on the Illumina NovaSeq 6000 System using a flow cell for 150 base-pair paired-end reads, targeting a depth of 40 million reads per sample.

To ensure robust detection of differential gene expression resulting from atorvastatin treatment within context of SCI, we allocated the majority of sequencing reads to the SCI groups (n ​= ​7 each for SCI ​+ ​Atorvastatin and SCI ​+ ​Vehicle control), as informed by group sizes identified by the power analysis to detect significant sensorimotor differences. The two remaining slots in the S4 Flow Cells on the Illumina NovaSeq 6000 were allocated to RNA from the same spinal cord region of the 2 Uninjured Control mice.

### RNA-seq data pre-processing and read alignment

The RNA-seq processing pipeline began with the assessment of sequence quality for the generated paired-end reads (.fastq files) using FASTQC (version 0.12.1), where all files passed without quality concerns [55]. Paired-end raw reads were trimmed by Trimmomatic (version 0.38) with the following parameter: ILLUMINACLIP:TruSeq3-PE:2:30:10. Subsequent alignment of the trimmed reads to the mouse reference genome (mm10) was accomplished using STAR (version 2.5.4b). For quantification of gene expression, RSEM (version 1.3.1; with the parameter –star-sjdboverhang 150) processed the .bam files produced by STAR to calculate transcripts per million (TPM). Gene annotations for Mouse Genome Assembly version 10 (mm10) were sourced from the UCSC Genome Browser (2023, genome.ucsc.edu).

### Investigation of global transcriptome variance

Transcriptomes were composed of the log_2_-transformed TPM (with a pseudocount addition of 0.001) values of 24,411 genes. Among 16 samples (SCI ​+ ​Atorvastatin, n ​= ​7; SCI ​+ ​Vehicle, n ​= ​7; Uninjured Control, n ​= ​2), genes with an average per-condition TPM value above 1 (n ​= ​16,092) [56,57] were projected onto a principal component analysis (PCA) ordination plot.

### Identification of DEGs

DESeq2 (version 1.26.0) [55] was used to identify differentially expressed genes (DEGs) between groups: SCI ​+ ​Atorvastatin (n ​= ​7), SCI ​+ ​Vehicle (n ​= ​7), and Uninjured Control (n ​= ​2). Only genes with a condition-mean TPM greater than 1 were included for further analyses [56,57]. In this study, we utilized a two-tiered approach to identify DEGs in the context of SCI, and to elucidate the specific genomic effects of atorvastatin treatment.

Initially, our analysis aimed to distinguish DEGs in SCI conditions compared to an Uninjured Control group. The criterion for differential expression was established as |log_2_(fold change)| ​> ​0.322 indicative of gene expression alterations exceeding 25%. To minimize the risk of type I error in multiple comparisons, p values were adjusted using the Benjamini-Hochberg procedure [58] to control the False Discovery Rate (FDR) at α ​= ​0.05.

Subsequently, we focused on discerning the specific transcriptional impact of atorvastatin in the SCI context. This involved directly comparing gene expression profiles of SCI ​+ ​Atorvastatin mice and SCI ​+ ​Vehicle mice. The same |log_2_(fold change)| ​> ​0.322 threshold was used to identify expression changes of a biologically significant magnitude. For this comparison, we implemented a relaxed significance threshold of p ​< ​0.001, given that the DEGs of interest had already satisfied a stringent control for multiple testing corrections (FDR <0.05) in the initial analysis against the Uninjured Control group.

### Functional annotation and gene set enrichment analysis

We next conducted an in-depth functional annotation and gene set enrichment analysis to further understand the biological implications of the identified DEGs. Both upregulated and downregulated DEGs were analyzed for pathway associations using three bioinformatics platforms: Ingenuity Pathway Analysis (IPA, version 01-22-01, Qiagen), the Protein Analysis Through Evolutionary Relationships (PANTHER, version 16.0, Global Core Biodata Resource) database, and the Database for Annotation, Visualization and Integrated Discovery (DAVID, v2024q2, https://david.ncifcrf.gov/). Associations between DEGs and pathways were deemed statistically significant at p ​< ​0.05 across all platforms.

### Statistical analysis for randomization and treatment effects

Sensorimotor data, including Basso Mouse Scale (BMS) scores, BMS subscores, inclined plane test scores, and body mass measurements, are presented as mean ​± ​standard error of the mean (SEM). Initially, unpaired two-tailed t-tests were utilized to ensure balanced randomization of treatment groups with no significant differences in sensorimotor scores or body mass at 14 ​d post-injury. Subsequently, Two-Way Analysis of Variance (ANOVA), performed with SigmaStat software version 13.0 (Systat Software) assessed the influence of atorvastatin on sensorimotor recovery over time. This analysis included fixed effects for treatment and time, and was applied to BMS scores, BMS subscores, and inclined plane test scores. Post-hoc comparisons were conducted using the Student-Newman-Keuls (SNK) test, with a significance threshold set at p ​< ​0.05 across all tests.

## Results

### Delayed atorvastatin delivery promotes sensorimotor recovery following SCI

Mice receiving daily atorvastatin for 4 ​wk starting 2 ​wk after SCI showed improved locomotor recovery in the BMS open field test, as evidenced by the total score (Fig. 2A, Two-Way Repeated Measures ANOVA, SNK, p ​< ​0.001, day *F*_(8,108)_ ​= ​237.180, treatment *F*_(1,108)_ ​= ​11.706, SCI ​+ ​Atorvastatin *n* ​= ​7, SCI ​+ ​Vehicle *n* ​= ​7). When examining the BMS subscore, which evaluates stepping frequency, coordination, and paw position, atorvastatin-treated mice displayed significantly better recovery at the final two measurement time points (SNK post-hoc analyses: 35 ​d post-injury, p ​< ​0.008; 42 ​d post-injury, p ​< ​0.001).

Mice treated with atorvastatin also demonstrated enhanced performance in maintaining their grip on the inclined plane test (Fig. 2C, Two-Way Repeated Measures ANOVA: F_(1,84)_ for treatment ​= ​13.195, p ​< ​0.001), indicating increased strength and/or motor control. Post hoc comparisons with SNK showed significant differences at 28 (p ​< ​0.03), 35 (p ​< ​0.03), and 42 ​d after SCI (p ​< ​0.03). No differences were observed in body mass across time points (Fig. 2D).

### SCI modulates a core gene set across injury conditions

Following the isolation and sequencing of spinal cord RNA along with subsequent identification of DEGs (Fig. 3A), we conducted two key comparisons to investigate SCI and SCI ​+ ​Atorvastatin associated gene expression changes. First, we contrasted spinal cords from SCI mice receiving the vehicle treatment (SCI ​+ ​Vehicle) or atorvastatin (SCI ​+ ​Atorvastatin) against those from Uninjured Control mice. 

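Spinal cord RNA from 16 mice was sequenced, with 7 mice in the SCI + Atorvastatin group, 7 in the SCI + Vehicle group and 2 in the Uninjured Control group. Atorvastatin was given at 10 mg/kg from 14 d post-injury for 4 wk. The paper gives 44 d post-injury as the day of isolation, while the sample labels give 42 d, and the Uninjured Control mice are 14 wk old in the paper and 12 wk old in the labels. The authors deposited whole-number counts per gene and TPM for 24411 gene symbols of the mm10 annotation, with 1 column per mouse. Total counts on genes ranged from 20143003 to 25579826 (median 24042569) in the SCI + Atorvastatin group and from 14823292 to 23933435 (median 23346474) in the SCI + Vehicle group. In the Uninjured Control group the totals were 20211276 and 22368736. The authors aligned reads with STAR and quantified them with RSEM, and the paper's text does not name the step that made the whole-number counts. The TPM columns sum to between 999999.3 and 1000001, and 81 genes with a mean TPM above 5 have no counts in any mouse.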

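Of the genes in the files, 16091 had a mean TPM above 1 in at least 1 of the 3 conditions and were tested, and 12559 had it in every condition. Counts were compared pair by pair with edgeR's quasi-likelihood test after TMM normalization. A gene was called as a DEG against the Uninjured Control group at an absolute log2 fold change above 0.322 and a Benjamini-Hochberg adjusted p below 0.05. Between the treatments the limit was an unadjusted p below 0.001. At least 1 count was found in 12732 and 12356 genes in the 2 Uninjured Control mice and in 16399 to 19338 genes in the SCI mice. SCI + Vehicle replicate 4 had the lowest total of all libraries and still had counts in 16882 genes. Among the 3263 genes with a mean of 200 to 500 counts in the SCI mice, 13.8% and 17.6% had a count of 0 in Uninjured Control replicates 1 and 2. For 20.7% the count was 0 in 1 of these replicates and not in the other, whereas no SCI mouse had a count of 0 in more than 0.245% of these genes. A count of 0 allows a level of up to 0.148 CPM in replicate 1 and 0.134 in replicate 2. Reads without molecular identifiers are not independent molecules, so these limits cover counting error only.

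**Figure D1:**
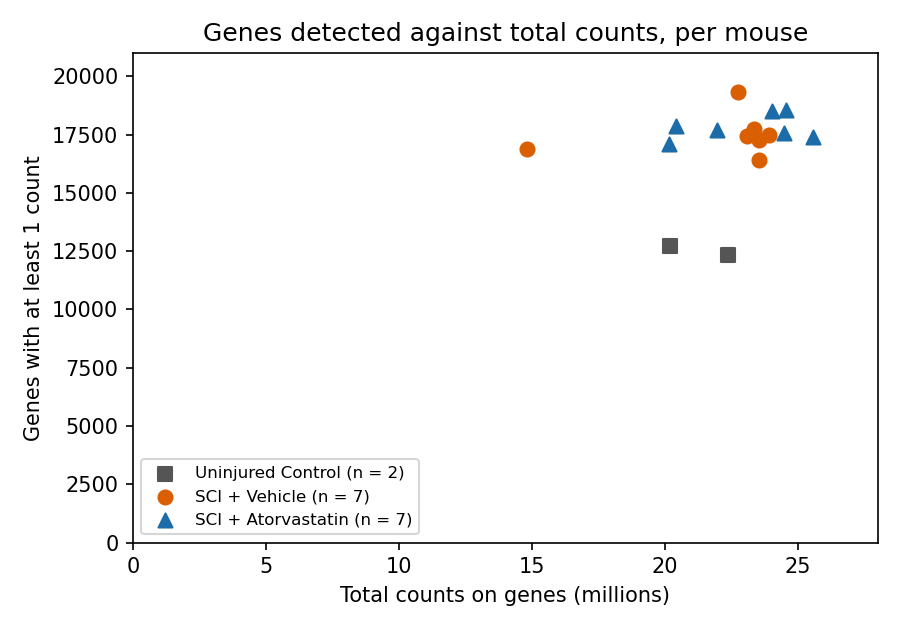
Genes with at least 1 count against the total counts on genes, per mouse. The 2 Uninjured Control mice lie at 12732 and 12356 genes, below the SCI mice, which lie between 16399 and 19338 genes.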

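In SCI + Vehicle vs. Uninjured Control, 4789 of the 16091 genes tested were called as DEGs, of which 3195 were upregulated and 1594 downregulated. In SCI + Atorvastatin vs. Uninjured Control there were 6259, of which 4003 were upregulated and 2256 downregulated. Of the upregulated DEGs in the SCI + Vehicle comparison, 1667 had a count of 0 in both Uninjured Control mice and 191 in 1 of them, 58.2% in all. In the SCI + Atorvastatin comparison this share was 53.6%. The share of upregulated calls depended on the genes tested. Where genes needed a mean TPM above 1 in every condition, 1279 DEGs were upregulated and 1115 downregulated in the SCI + Vehicle comparison, and 1806 and 1887 in the SCI + Atorvastatin comparison. The alternative that moved the counts most, voom with a weight for each group, which was chosen after the values were seen, called 131 and 145 genes. Csf1r, on chromosome 18 of GRCm38 from 61100598 to 61132149, had TMM-normalized CPM of 283 ± 30.1 (SD, n = 7) in SCI + Vehicle mice and 312 ± 27.1 (SD, n = 7) in SCI + Atorvastatin mice, against 50.0 and 43.3 in the Uninjured Control mice. Its log2 fold change was 2.59 (standard error 0.161, adjusted p = 2.01e-05 from edgeR) with vehicle and 2.75 (standard error 0.129, adjusted p = 2.52e-06 from edgeR) with atorvastatin.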

For each comparison (SCI condition vs. Uninjured Control), differential gene expression analysis was performed and DEGs visualized using volcano plots with log_2_(fold change) expression plotted against corresponding p values (Fig. 3B-C). For an initial comparison of DEGs across SCI conditions, we enumerated the 10 most upregulated and 10 most downregulated DEGs from each comparison (SCI condition vs. Uninjured) based on fold change, as well as the 10 upregulated and 10 downregulated DEGs with the most significant p values in each category. This approach yielded a set of 40 genes for each comparison: SCI ​+ ​Vehicle vs. Uninjured Control (Fig. 3B) and SCI ​+ ​Atorvastatin vs. Uninjured Control (Fig. 3C). 

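By the same criteria applied to these calls, the set held 36 distinct genes for SCI + Vehicle and 34 for SCI + Atorvastatin, since a gene may rank by both fold change and p value. Serpina3n, on chromosome 12 of GRCm38 from 104406729 to 104414329, was among the upregulated genes with the smallest p in the SCI + Vehicle comparison. Its TPM was 628 ± 72.1 (SD, n = 7) with vehicle and 659 ± 33.8 (SD, n = 7) with atorvastatin, against 68.38 and 65.16 in the Uninjured Control mice. Abca1, on chromosome 4 from 53030787 to 53159895, had the smallest p of all upregulated genes in the SCI + Atorvastatin comparison, with a log2 fold change of 3.33 (standard error 0.117, adjusted p = 8.85e-07 from edgeR). Clec7a, on chromosome 6 from 129461591 to 129472779, had no counts in either Uninjured Control mouse and between 1005 and 2890 counts in the SCI mice. Computed against the limit of 3 counts, it was at least 513-fold higher with vehicle and at least 565-fold higher with atorvastatin. Among the downregulated genes with the smallest p were transcripts of liver genes. Alb, on chromosome 5 from 90460897 to 90476602, had 60169 and 10471 counts in the Uninjured Control mice and at most 81 in any SCI mouse. Apoa2, on chromosome 1 from 171225054 to 171226379, had 4134 and 714 counts against at most 25.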

All genes and TPM expression values are shown in Supplementary Table 1. A subsequent cross-referencing of these gene sets revealed a subset of 20 genes (15 upregulated, 5 downregulated) that were consistently identified as significantly changed in both SCI conditions (Fig. 3D). 

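Between the sets of the 2 comparisons, 16 genes were shared, of which 12 were upregulated and 4 downregulated. Of the upregulated ones, Serpina3n, Ctss and Csf1r had counts in the Uninjured Control mice, and the others, Clec7a, Lgals3, Itgax, Apobec1, Cd109, C3ar1, Plau, Lilrb4a and Arhgap25, had none in either mouse. Among the downregulated ones were Hpd, Ces1c and Cyp2c50. Both comparisons use the same 2 Uninjured Control mice, which alone makes the sets alike. In 20 draws of simulated counts in which no gene differed between groups and the controls had their own spread, a median of 22 genes was shared, with at most 27. The form planned at first kept the 2 controls and drew both SCI groups around their mean. It gave 0 calls and so 0 shared genes. Groups centred on the 2 controls themselves cannot show what the spread between controls yields.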

The overlap of half (20 of 40) of the top DEGs from each comparison indicates a core transcriptional response at 44 ​d after SCI evident irrespective of treatment condition.

Principal component analysis (PCA) was subsequently applied to project the transcriptomic profiles onto an ordination plot (Fig. 3E). PCA revealed distinct clustering patterns, with both the SCI ​+ ​Atorvastatin and SCI ​+ ​Vehicle groups forming separate clusters from the Uninjured Control group, while the SCI groups exhibited significant overlap regardless of treatment. 

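Principal components were computed from log2(TPM + 0.001) of the 16091 genes, centred per gene. PC1 held 49.8% and PC2 16.1% of the variance. The share on PC1 was 15.6% with the 14 SCI mice alone and 84.1% on TPM without a logarithm, a setting chosen after the values were seen. On PC1 and PC2 the 14 SCI mice lay apart from the Uninjured Control mice. The mean distance between pairs of mice on these components was 15.7 within SCI + Atorvastatin and 38.7 within SCI + Vehicle. The 2 Uninjured Control mice were 705 apart there, with PC2 scores of -369 and 333. Over all components the distances were 252, 310 and 705 in the same order. PC1 and PC2 alone therefore make the SCI mice look closer together than they are. Across genes, the correlation of log2 CPM of the counts after TMM normalization between the 2 Uninjured Control mice was 0.763. It was 0.945 to 0.973 within SCI + Atorvastatin, 0.913 to 0.965 within SCI + Vehicle and 0.747 to 0.794 between an Uninjured Control mouse and an SCI mouse. Genes are not independent replicates.

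**Figure D2:**
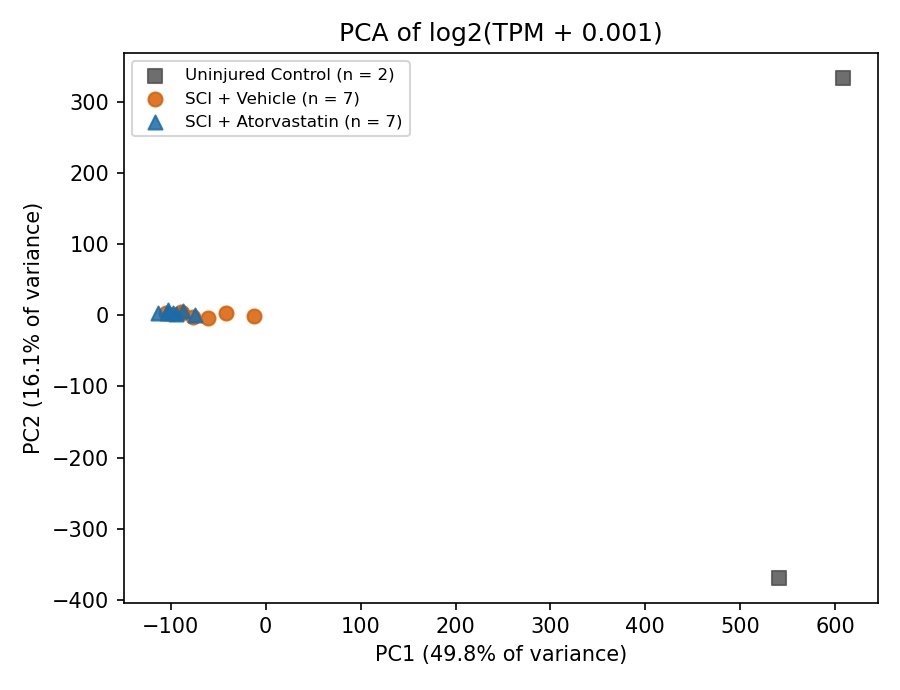
PC1 and PC2 of log2(TPM + 0.001) of 16091 genes, with a point for each mouse and component scores on both axes. The SCI mice of both treatments lie below 0 on PC1, and the 2 Uninjured Control mice lie 705 apart.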

Within the SCI ​+ ​Atorvastatin group, however, there was slightly tighter clustering compared to the SCI ​+ ​Vehicle group, suggesting a more uniform transcriptional response. This finding indicates a potential stabilizing effect of atorvastatin on gene expression patterns when delivered at a chronic time point after SCI.

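The mean distance of the mice to their group's centroid on PC1 and PC2 was 25.6 in SCI + Vehicle and 9.69 in SCI + Atorvastatin, a ratio of 2.64. In an exact two-sided permutation test over the 3432 assignments of the 14 SCI mice to groups of 7, p was 0.136. Without SCI + Vehicle replicate 7 the ratio was 1.84 (exact permutation p = 0.301). Over all components the ratio was 1.23 (exact permutation p = 0.0239). On TPM without a logarithm, chosen after the values were seen, it was 2.70 (exact permutation p = 0.0361), and without Rpph1, the gene with the highest weight on that PC1, it was 1.20 (exact permutation p = 0.749).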

### Atorvastatin modulates a gene set responsive to SCI

We next compared the specific gene expression changes triggered by SCI to those elicited by atorvastatin and vehicle treatments (Fig. 4A–C). Comparisons involved three key groups: (1) genes altered by both SCI conditions; (2) genes uniquely changed by SCI ​+ ​Vehicle; and (3) genes uniquely changed by SCI ​+ ​Atorvastatin, all in comparison to the Uninjured Control group (|log_2_(fold change)| ​> ​0.322 indicating a statistically significant change in expression ≥25 ​%, FDR <0.05). We identified a seven-fold increase in the number of genes uniquely modulated by the SCI ​+ ​Atorvastatin treatment (1225 genes) compared to those altered in the SCI ​+ ​Vehicle group (175 genes) (p ​< ​0.001, binomial test; Fig. 4A), demonstrating atorvastatin's significant modulatory effect on the chronically injured spinal cord compared to the vehicle control.

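Against the Uninjured Control group, 4626 genes were called in both SCI conditions, 1633 in SCI + Atorvastatin alone and 163 in SCI + Vehicle alone, a ratio of 10.0. Fitting all 3 groups together, with 1 estimate of the spread for each gene, gave 854 and 314 genes, a ratio of 2.72. With 1 mouse left out of each SCI group in turn, the ratio ranged from 3.50 to 20.6 over 49 pairs, with more genes in SCI + Atorvastatin in all 49. All 1633 genes called in SCI + Atorvastatin alone changed in the same direction in SCI + Vehicle, and 1504 of them (92.1%) changed there by more than the log2 limit of 0.322. Both comparisons use the same 2 controls, and in the 20 simulated draws without any change of expression the median shares were 100% and 97.7%. Without the 299 genes at or under 3 counts in both controls or in all mice of an SCI condition, 1205 of 1334 genes (90.3%) did so, with a median absolute log2 fold change of 0.75 with atorvastatin and 0.60 with vehicle. Over all 1633 genes the median standard errors were 0.254 and 0.319. Without SCI + Vehicle replicate 2 alone, 2487 genes were called in SCI + Atorvastatin alone and 67 in SCI + Vehicle alone, and without SCI + Atorvastatin replicate 7 the numbers were 1149 and 356. When the difference between the treatments was tested for the 1633 genes, 230 had an unadjusted p below 0.05 in edgeR's test, 0 had an adjusted p below 0.05, and 0 when adjusted over the set alone. Choosing genes called in SCI + Atorvastatin alone in the same mice by itself raises the number of small p values. All 163 genes called in SCI + Vehicle alone changed in the same direction in SCI + Atorvastatin. In the 20 simulated draws without any change of expression, more genes were called in SCI + Atorvastatin alone in all 20, with a median of 990.5 genes against 268.5. From the larger number of genes called with atorvastatin alone, the paper concludes that atorvastatin has a modulatory effect on the chronically injured spinal cord.

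**Figure D3:**
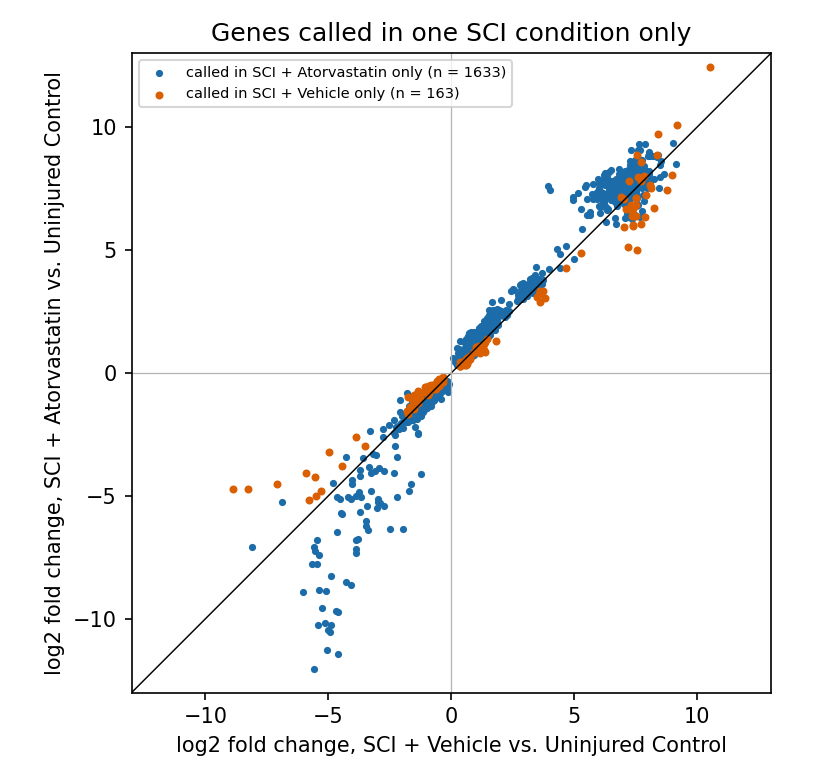
Fitted log2 fold changes against the Uninjured Control group in both SCI conditions for the genes called in only 1 of them, with a point for each gene and the line of equal change. All 1633 genes called in SCI + Atorvastatin alone and all 163 called in SCI + Vehicle alone lie on the same side of 0 in both conditions. Fitted values of genes at a count of 0 in both controls depend on the prior count.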

**Fig. 4:**
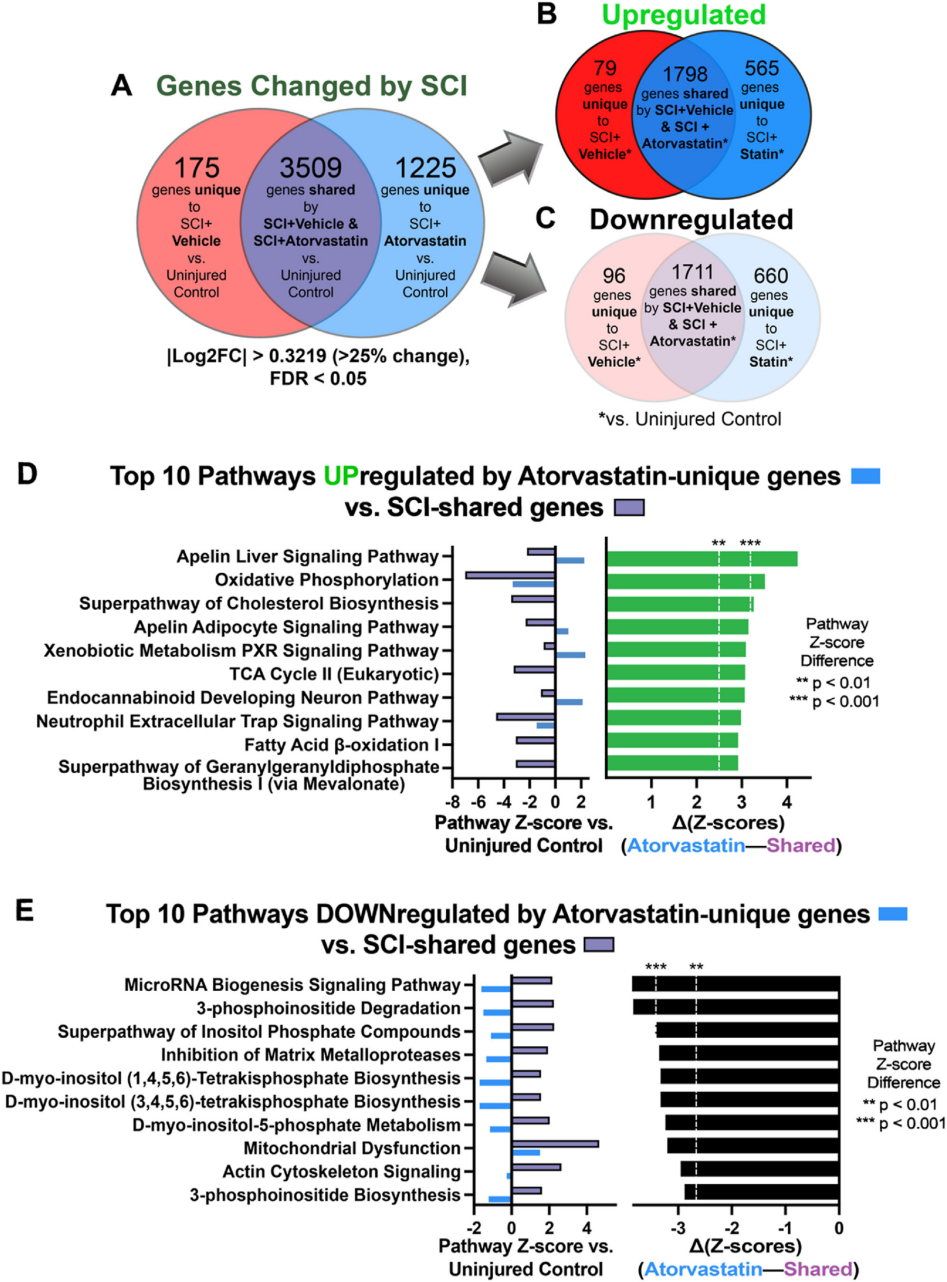
**Delayed atorvastatin delivery modulates differential gene expression and pathway engagement after SCI.** (A) Venn diagram depicting overall expression changes following SCI, with comparisons of genes commonly and uniquely affected by atorvastatin or vehicle treatments relative to the Uninjured Control. (B) Genes upregulated or (C) downregulated by SCI, illustrating the unique and shared transcriptional changes elicited by atorvastatin vs. vehicle treatment when compared to uninjured control. Abbreviation in (B) and (C): “SCI ​+ ​Statin” ​= ​SCI ​+ ​Atorvastatin. These analyses quantify the scale of transcriptional modifications induced by SCI and the extent to which atorvastatin treatment influences gene expression, utilizing a |log_2_(fold change)| threshold >0.322 (>25% absolute change) and FDR <0.05. (D and E) Ingenuity Pathway Analysis (IPA) of pathways significantly affected by atorvastatin treatment, comparing “SCI-shared” pathways (common differentially expressed genes (DEGs) from both SCI ​+ ​Atorvastatin and SCI ​+ ​Vehicle conditions vs. Uninjured Control) to "Atorvastatin-unique" pathways (DEGs specific to SCI ​+ ​Atorvastatin vs. Uninjured Control). Pathways listed showed significantly different activation between SCI-shared and Atorvastatin-unique gene sets, ranked by Z-score difference. (D) Top 10 upregulated pathways sorted by descending Z-score difference. (E) Top 10 downregulated pathways sorted by ascending Z-score difference. ∗∗∗Δ|Z-score| > 3.29: p ​< ​0.001; ∗∗Δ|Z-score| > 2.58: p ​< ​0.01.

To elucidate the impact of SCI and delayed atorvastatin treatment on gene expression, we divided the DEGs into two distinct categories: upregulated and downregulated genes in SCI conditions. This categorization (Fig. 4B: upregulated DEGs; Fig. 4C: downregulated DEGs), was undertaken to determine whether SCI or atorvastatin treatment predominantly activates or inhibits gene expression and elucidate possible treatment effects on the transcriptome. Our analysis revealed overall decreased expression with delayed delivery of atorvastatin after SCI, with 660 genes downregulated compared to 565 genes upregulated (p ​< ​0.008, binomial test). Conversely, the delivery of vehicle did not demonstrate a significant difference between upregulated and downregulated genes (96 vs. 79, respectively; p ​= ​0.226, binomial test). 

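Of the 1633 genes called in SCI + Atorvastatin alone, 891 were upregulated and 742 downregulated (exact binomial p = 0.000248, two-sided). Genes are not independent, so the binomial p is too small. The direction of the larger part depended on the genes tested and on the fit. Where a mean TPM above 1 was needed in every condition, 566 were upregulated and 803 downregulated, and with at least 10 counts in every mouse 588 and 685. With all 3 groups in 1 fit, 377 were upregulated and 477 downregulated. Other settings went the other way, with 1311 and 832 without a gene filter and 1521 and 580 with limma on log2(TPM + 1).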

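In SCI + Vehicle alone, 83 genes were upregulated and 80 downregulated (exact two-sided binomial p = 0.876). With at least 10 counts in every mouse there were 32 and 75, without a gene filter 106 and 50, and with limma on log2(TPM + 1) 206 and 31.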

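Among the 4626 genes called in both SCI conditions, 3112 were upregulated and 1514 downregulated (exact two-sided binomial p = 2.06e-124), and 0 changed in opposite directions. In the 20 simulated draws without any change of expression and with the controls' own spread, a median of 3511 genes were shared, with at most 3656. These simulated controls had a median of 3885 genes at 0 in 1 control or both, against 4965 in the data. Fitted on the genes with counts in both controls, a median of 1781.5 genes were shared, with at most 1889, against 2878 in the data. With a mean TPM above 1 in every condition the numbers were 1240 upregulated and 1084 downregulated, and with at least 10 counts in every mouse 1302 and 1458.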

Notably, when examining the subset of genes differentially expressed at 44 ​d post-SCI in both atorvastatin and vehicle treated mice, we observed a near-equal distribution of upregulated and downregulated genes (1798 vs. 1711, respectively; p ​= ​0.147, binomial test).

### Delayed atorvastatin delivery after SCI significantly modulates pathway activation

Our next aim was to uncover the pathways affected by delayed delivery of atorvastatin after SCI. To elucidate these pathways, we employed Ingenuity Pathway Analysis software (IPA, Qiagen), which incorporates both the magnitude and direction of gene expression changes, along with their statistical significance, to determine pathway activation or deactivation. Our methodology involved a comprehensive examination of the complete list of 4909 DEGs associated with SCI meeting the indicated thresholds of log_2_(fold change) and FDR values (Fig. 4A). 

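Called in at least 1 SCI condition were 6422 genes, the sum of the shared genes and those called in a single condition.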

Next, IPA pathways meeting the criteria of a |Z-score| > 1.96, p ​< ​0.05 for at least one SCI vs. Uninjured comparison were enumerated (Supplementary Table 2). This unbiased approach allowed us to identify the specific pathways that underwent modulation in response to the two experimental SCI conditions relative to the Uninjured Control group and visualize differences in their activation.

To examine how atorvastatin treatment broadly alters gene expression pathways following SCI, we categorized the complete list of IPA terms in Supplementary Table 2 into two groups based on the Z-score differences between SCI-shared genes and atorvastatin-unique genes. The first group included the top 10 pathways where atorvastatin-unique DEGs showed increased activation of pathways initially triggered by SCI-shared genes (Fig. 4D). Pathway changes attributable to atorvastatin-unique genes included relative increases in liver-associated Apelin Signaling, mitochondria-associated Oxidative Phosphorylation and TCA Cycle, and the Endocannabinoid Developing Neuron Pathway. 

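The pathway scores of IPA were not recomputed, because its gene sets were not used here. Instead, a list of genes was written for each pathway and compared between SCI + Atorvastatin and SCI + Vehicle. The Oxidative Phosphorylation list held 76 genes with counts. Against the Uninjured Control group, 49 of them were called in both SCI conditions, all downregulated, and 7 in SCI + Atorvastatin alone, also all downregulated. Relative to vehicle, 63 were lower and 13 higher with atorvastatin (median log2 fold change -0.081, camera adjusted p = 2.51e-05 with a preset correlation of 0.01, limma, n = 7 per group). Of the TCA cycle list, 18 genes, 8 were called in both SCI conditions, all downregulated, and 5 in SCI + Atorvastatin alone, 1 upregulated and 4 downregulated. Relative to vehicle, 16 were lower (median log2 fold change -0.053, camera adjusted p = 0.0295, limma). None of the camera calls held with the correlation estimated from the data (adjusted p = 0.594 for both lists, limma) or under fry (adjusted p = 0.635). Without SCI + Vehicle replicate 7 the medians were -0.020 and -0.018, with camera adjusted p of 0.606 and 0.681 in limma. No gene of either list passed an adjusted p of 0.05, over all genes or adjusted over the list alone, and 1 and 0 genes had an unadjusted p below 0.05 in edgeR's test.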

Among other increases, we also observed that atorvastatin treatment increased activation of the Superpathway of Cholesterol Biosynthesis. 

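Of 21 genes of cholesterol biosynthesis, 12 were called in both SCI conditions and 1 in SCI + Atorvastatin alone, all downregulated against the Uninjured Control group. The median log2 fold change was -1.15 with vehicle and -1.21 with atorvastatin. Relative to vehicle, 17 genes were lower and 4 higher with atorvastatin (median log2 fold change -0.078, camera adjusted p = 0.0378, limma). With the estimated correlation the adjusted p was 0.594 in limma. In 3 genes the unadjusted p was below 0.05, and 0 were past 0.05 when adjusted over the list alone.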

The second group of pathways included the top 10 for which atorvastatin-unique DEGs significantly suppressed activation of pathways driven by SCI-shared genes (Fig. 4E). Among other decreases, we observed that atorvastatin-unique genes drove relative decreases in Mitochondrial Dysfunction, as well as in MicroRNA Biogenesis and Actin Cytoskeleton signaling. Together, these initial pathway analyses reveal how delivery of atorvastatin initiated 2 ​wk after SCI and continued for an additional 4 ​wk impacts gene expression and highlight specific biological pathways that could be pivotal for the improvements in sensorimotor recovery observed.

To identify the genes driving the impact of atorvastatin within the gene set influenced by SCI, we extended the Venn Diagram analysis to include the direct comparison of SCI ​+ ​Atorvastatin to SCI ​+ ​Vehicle (Fig. 5A). This was done to specifically isolate the effects of delayed delivery of atorvastatin on gene expression within the context of SCI and compared to the vehicle-treatment. Our approach entailed overlapping the DEG lists from different comparisons, focusing on genes either upregulated or downregulated due to SCI and further modulated by atorvastatin or vehicle treatment (Fig. 5B). This analysis yielded four distinct scenarios:

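In SCI + Atorvastatin vs. SCI + Vehicle, 17 of 16091 genes had an unadjusted p below 0.001 and an absolute log2 fold change above 0.322, of which 14 were higher and 3 lower with atorvastatin. At this p, 16.1 genes are given by chance alone. After Benjamini-Hochberg adjustment 0 genes were below 0.05, the smallest adjusted p was 0.680, and 1132 genes had an unadjusted p below 0.05. In 28 of 100 splits of the 14 SCI mice into groups of 7, the real split included, at least as many genes were called. Leaving out 1 mouse in turn gave between 5 genes, without SCI + Atorvastatin replicate 2 or 7, and 32, without SCI + Vehicle replicate 1. Of the 17 genes, 8 were also called against the Uninjured Control group. Fabp7, Plekhg2, Rest, Tmem2 and Fhl3 were upregulated in at least 1 SCI condition and higher with atorvastatin. Unc5c and Lhx1 were upregulated and lower with atorvastatin, and Cd248 was downregulated and higher with atorvastatin.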

• Pattern 1: Genes upregulated in one or both SCI conditions and further upregulated by atorvastatin (SCI ​+ ​Vehicle ↑/SCI ​+ ​Atorvastatin ↑↑)
• Pattern 2: Genes upregulated in both SCI conditions but with lessened upregulation with atorvastatin (SCI ​+ ​Vehicle ↑↑/SCI ​+ ​Atorvastatin ↑)
• Pattern 3: Genes downregulated by both SCI conditions and further downregulated by atorvastatin (SCI ​+ ​Vehicle ↓/SCI ​+ ​Atorvastatin ↓↓)
• Pattern 4: Genes downregulated uniquely by SCI ​+ ​Atorvastatin vs. Uninjured Control but with significantly greater expression than SCI ​+ ​Vehicle treatment (SCI ​+ ​Vehicle ↓↓/SCI ​+ ​Atorvastatin ↓).

**Fig. 5:**
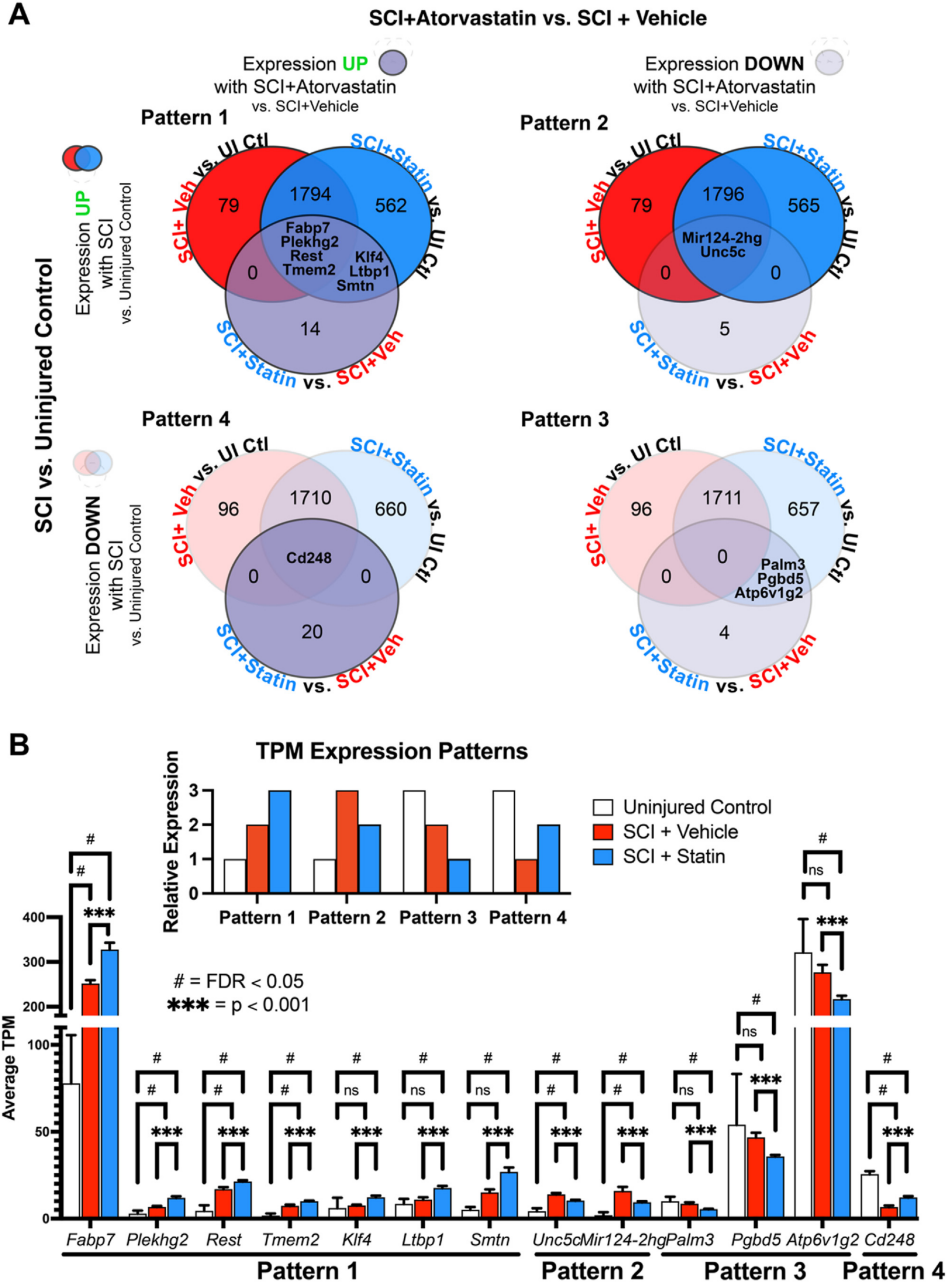
**Delayed atorvastatin delivery after SCI modulates a subset of genes beyond vehicle treatment.** (A) Venn diagram analysis of gene expression patterns after SCI, demonstrating unique and shared transcriptional changes due to atorvastatin and vehicle treatment. Pattern 1: Genes activated after SCI and further activated by atorvastatin treatment. Pattern 2: Genes activated after SCI with activation abrogated by atorvastatin treatment. Pattern 3: Genes downregulated after SCI and further downregulated by atorvastatin treatment. Pattern 4: Genes downregulated after SCI with downregulation abrogated by atorvastatin treatment. (B) Expression profiles of the 13 DEGs of interest from overlapping Venn Diagram analyses in (A), presented in transcripts per million (TPMs), illustrating the modulatory effects of atorvastatin on genes altered by SCI. Inset shows the four relative TPM expression patterns observed for the 13 genes identified in (A). Abbreviations in (A) and/or (B): “SCI ​+ ​Veh” ​= ​SCI ​+ ​Vehicle; “SCI ​+ ​Statin” ​= ​SCI ​+ ​Atorvastatin; “UI Ctl” ​= ​Uninjured Controls. Significance thresholds for comparisons: FDR <0.05 for SCI ​+ ​Atorvastatin vs. Uninjured Control and SCI-Vehicle vs. Uninjured Control; “ns” ​= ​not significant at FDR <0.05; p ​< ​0.001 for SCI ​+ ​Atorvastatin vs. SCI-Vehicle. Values represent mean ​± ​SEM. ^#^FDR <0.05; ∗∗∗p ​< ​0.001.

A key observation from the Venn Diagram overlay of gene lists in each of these patterns was the absence of DEGs exclusively associated with the SCI ​+ ​Vehicle group compared to the Uninjured Control (Fig. 5A, all patterns: overlap between SCI ​+ ​Veh vs. UI Ctl and SCI ​+ ​Statin vs. SCI ​+ ​Veh, no genes listed), which contrasts with the SCI ​+ ​Atorvastatin vs. SCI ​+ ​Vehicle comparisons (Fig. 5A, Patterns 1 and 3: overlap between SCI ​+ ​Statin vs. UI Ctl and SCI ​+ ​Statin vs. SCI ​+ ​Veh, 3 genes listed per pattern). This finding aligns with expectations, indicating no significant impact of the vehicle treatment on SCI and alternatively an impact of the delayed delivery of atorvastatin, supporting sensorimotor outcomes. Additionally, we did not identify any instances where post-SCI treatment with vehicle or atorvastatin resulted in DEG changes in opposite directions, although some genes did exhibit such patterns with less stringent thresholds—not considered in this analysis. 

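Each of the 8 genes was called in SCI + Atorvastatin vs. Uninjured Control, 0 were called in SCI + Vehicle vs. Uninjured Control alone, and 7 of them were also called in SCI + Vehicle vs. Uninjured Control. Of these 7, Rest was no longer called there in all 7 fits with 1 SCI + Vehicle mouse left out, and Tmem2 in 4 of them. The gene of the 8 that was called with atorvastatin alone was Plekhg2, on chromosome 7 of GRCm38 from 28359604 to 28372599, with a log2 fold change of 1.31 (standard error 0.509, adjusted p = 0.0767 from edgeR) with vehicle and 2.11 (standard error 0.432, adjusted p = 0.00337 from edgeR) with atorvastatin.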

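Of all genes tested, 0 were called in opposite directions in the 2 SCI conditions, and this held in each of the alternatives run. Both comparisons share the same controls.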

Our analysis did identify 13 DEGs initially altered by SCI and with significantly different expression between atorvastatin and vehicle-only treatments (Fig. 5A, Patterns 1–4). 

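All 13 genes of Fig. 5 had an unadjusted p between 0.000146 and 0.00195 in edgeR's test of SCI + Atorvastatin vs. SCI + Vehicle, with an adjusted p of 0.680 for each. Fabp7, Plekhg2, Rest, Tmem2, Klf4, Unc5c and Cd248 were past the limit of 0.001. Plekhg2 had the smallest p, with a log2 fold change of 0.78 (standard error 0.169), and was above the vehicle median in 7 of 7 mice. The others, Ltbp1, Smtn, Palm3, Pgbd5, Atp6v1g2 and Mir124-2hg, listed in the files as 2610100L16Rik, had p values from 0.00114 to 0.00195. Klf4, on chromosome 4 of GRCm38 from 55527143 to 55532466, was not called against the Uninjured Control group, where its counts were 120 and 0. Its log2 fold change was 1.76 (standard error 1.19, adjusted p = 0.294 from edgeR) with vehicle and 2.43 (standard error 1.19, adjusted p = 0.134 from edgeR) with atorvastatin. Pgbd5, on chromosome 8 from 124369049 to 124439658, had 2325 counts in Uninjured Control replicate 1 and 685 in replicate 2. It was lower in SCI + Atorvastatin mice than in replicate 1 (log2 fold change -1.52) and higher than in replicate 2 (0.39).

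**Figure D4:**
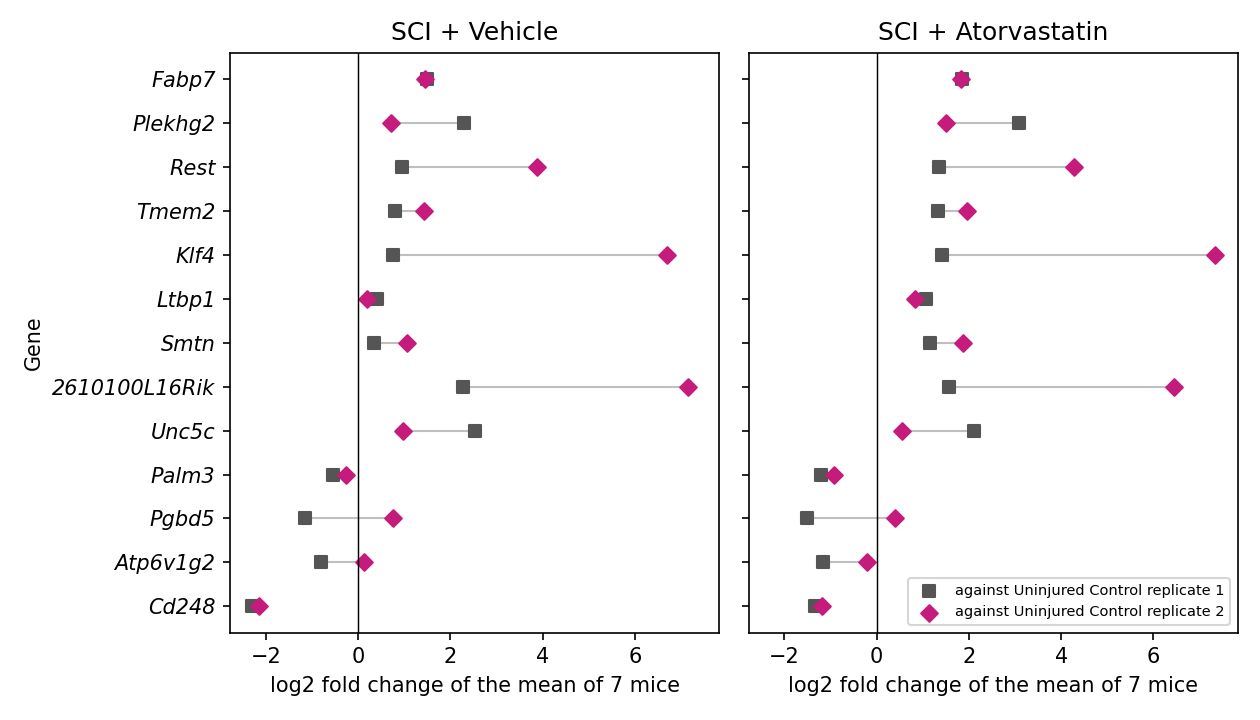
log2 fold change of the mean of the 7 mice of each SCI condition against each Uninjured Control mouse alone, for the 13 genes of Fig. 5, with a square for replicate 1, a diamond for replicate 2 and no test. The points of Pgbd5 lie on opposite sides of 0 in both conditions and those of Atp6v1g2 in SCI + Vehicle. For Klf4 and 2610100L16Rik, replicate 2 has a count of 0 and the point depends on the prior count.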

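Mean TPM of Ltbp1, on chromosome 17 of GRCm38 from 75005568 to 75392512, was 17.5 ± 3.45 (SD, n = 7) with atorvastatin and 10.8 ± 3.84 (SD, n = 7) with vehicle, against 5.42 and 11.34 in the Uninjured Control mice. Smtn, on chromosome 11 from 3517523 to 3540612, had 26.7 ± 7.13 (SD, n = 7) and 14.95 ± 4.86 (SD, n = 7), against 6.63 and 3.23. Palm3, on chromosome 8 from 84021471 to 84030295, had 5.31 ± 0.915 (SD, n = 7) and 8.43 ± 2.51 (SD, n = 7), against 7.08 and 12.57. Atp6v1g2, on chromosome 17 from 35233660 to 35238767, had 216 ± 21.6 (SD, n = 7) and 276 ± 46.0 (SD, n = 7), against 395.8 and 245.7. For Tmem2 (Cemip2), on chromosome 19 from 21778342 to 21858360, TPM in the Uninjured Control mice was 0.25 and 2.96 while the counts were 250 and 178.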

The transcript-per-million expression values of these genes are shown in Fig. 5B, providing a simplified view of their transcriptional response to SCI across treatment groups.

In our final phase of analysis, we aimed to pinpoint the pathways influenced by the unique set of 13 DEGs that exhibited modulation in response to delivery of atorvastatin treatment initiated at a chronic time point following SCI (Fig. 5B). Given the limited number of genes in this subset, IPA core analysis did not yield statistically significantly modulated pathways. We therefore turned to Gene Ontology (GO) analysis, which utilizes only the list of gene names and offers a broader catalog of pathways for exploration, without considering the magnitude or statistical significance of expression changes. Our initial GO analysis with PANTHERdb (PANTHER 16.0, https://pantherdb.org/) revealed two PANTHER GO-Slim Biological Processes: “Fatty Acid Transport” (driven by *Fabp7*) and “Axon Guidance” (driven by *Unc5c*)—predicted as significantly impacted by atorvastatin treatment beyond the effects of SCI alone (both ps ​< ​0.05, Supplementary Table 3A).

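Fabp7, on chromosome 10 of GRCm38 from 57784881 to 57788450, had a TPM of 327 ± 41.4 (SD, n = 7) with atorvastatin and 251 ± 21.7 (SD, n = 7) with vehicle. In the Uninjured Control mice it was 49.7 and 105.66. The log2 fold change between the treatments was 0.37 (standard error 0.0885, adjusted p = 0.680 from edgeR), and 7 of 7 atorvastatin mice were above the vehicle median. Against the Uninjured Control group it was 1.46 (standard error 0.158, adjusted p = 0.000154 from edgeR) with vehicle and 1.85 (standard error 0.174, adjusted p = 4.61e-05 from edgeR) with atorvastatin. Unc5c, on chromosome 3 from 141465216 to 141834924, had a TPM of 10.2 ± 1.41 (SD, n = 7) with atorvastatin and 13.7 ± 2.45 (SD, n = 7) with vehicle, against 2.29 and 5.98. It was lower with atorvastatin (log2 fold change -0.43, standard error 0.108, adjusted p = 0.680 from edgeR), and 0 of 7 mice were above the vehicle median. The enrichment analyses themselves were not recomputed.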

For additional context, we performed additional GO analysis on the set of 13 genes using DAVID (v2024q2), which provides a more fine-grained assessment of gene-pathway relationships (Supplementary Table 3B). 

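Rest, on chromosome 5 of GRCm38 from 77265491 to 77286432, had 276 and 38 counts in the Uninjured Control mice (13.9 and 1.72 CPM), and was at 21.7 to 33.9 CPM in SCI + Vehicle mice and 32.7 to 37.6 CPM in SCI + Atorvastatin mice. Its log2 fold change between the treatments was 0.40 (standard error 0.103, adjusted p = 0.680 from edgeR), and it was 1.77 (standard error 0.597, adjusted p = 0.0458 from edgeR) with vehicle against the Uninjured Control group. Leaving out 1 SCI + Vehicle mouse in turn put that adjusted p at 0.0642 to 0.0774 in edgeR, and leaving out an Uninjured Control mouse put the log2 fold change at 0.93 or 3.94. Klf4 TPM was 12.0 ± 2.96 (SD, n = 7) with atorvastatin and 7.41 ± 1.55 (SD, n = 7) with vehicle. In Uninjured Control replicates 1 and 2 it was 11.97 and 0. Mir124-2hg, the host gene of a microRNA on chromosome 3 from 17789921 to 17808970, had 57 and 0 counts in the Uninjured Control mice. It had 155 to 440 counts with vehicle and 159 to 265 with atorvastatin (log2 fold change -0.71, standard error 0.196, adjusted p = 0.680 from edgeR). Cd248, on chromosome 19 from 5068078 to 5070682, had a log2 fold change of -2.25 (standard error 0.422, adjusted p = 0.00289 from edgeR) with vehicle and -1.26 (standard error 0.274, adjusted p = 0.00469 from edgeR) with atorvastatin against the Uninjured Control group. Between the treatments it was 0.97 higher (standard error 0.239, adjusted p = 0.680 from edgeR).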

DAVID analysis identified enrichments of the biological processes of Somatic Stem Cell Population Maintenance driven by *Rest* and *Klf4*, Negative Regulation of Gene Expression via genes *Mir124-2hg*, *Rest*, and *Klf4*, and the molecular function of Calcium Ion Binding via *Cemip2* (*Tmem2*), *Cd248*, and *Ltbp1* (all ps ​< ​0.05). Finally, DAVID highlighted Neuronal Cell Body as a key cellular compartment involved, significantly enriched by differential expression of *Fabp7*, *Unc5c*, and *Ltbp1* (p ​< ​0.05). These pathway analyses provided additional insights into the specific biological processes, subcellular location, and gene drivers influenced by atorvastatin in the context of chronic SCI, providing candidate therapeutic targets for future study.

## Discussion

Our study is the first, to our knowledge, to demonstrate the benefits of atorvastatin in enhancing sensorimotor recovery in mice when initiated during the chronic recovery phase following SCI, a period previously characterized by heightened inflammation [59], reduced functional plasticity [60], and plateaued recovery [61]. Unlike earlier investigations where atorvastatin was administered within one day of injury—often with limited or no observed benefits [34]—our findings reveal that starting daily atorvastatin treatment two weeks post-injury significantly improves functional outcomes. We also provide thorough transcriptomic analyses of SCI and identify a significant modulatory effect of atorvastatin on multiple pathways, including several supporting neural repair and mitochondrial function. Additionally, our study uniquely identifies a small set of candidate gene drivers of recovery, including several genes previously implicated in CNS development or repair. Together, these findings provide impetus for future studies of atorvastatin in facilitating recovery in chronic SCI in humans, particularly where already indicated for cardiovascular protection, and of the mechanisms driving the pro-regenerative phenotype observed here.

Our findings not only corroborate prior research documenting the beneficial effects of statins on spinal cord injury recovery in murine models, such as those reported by Déry et al. (2009) [26], Han et al., (2011) [24], and others [62], but importantly extend the known therapeutic window of initiating statin administration, specifically atorvastatin, to the chronic period. To our knowledge, the latest initiation of atorvastatin treatment previously reported in murine contusion or compression SCI models was within 1 ​d of injury [25,26,[29], [30], [31], [32], [33], [34]]. Thus, our study newly indicates a benefit of daily atorvastatin treatment initiated in the chronic SCI recovery period for sensorimotor function as late as 2 ​wk post-injury in mice.

Our study provides a new transcriptomic dataset of murine recovery from SCI in C57BL/6J female mice 6 ​wk post injury (GSE271662, deposited in GEO DataSets) and transcriptomic analyses of DEGs altered by post-SCI atorvastatin, highlighting candidate transcriptomic mechanisms that may support enhanced sensorimotor recovery. Specifically, pathways associated with neural regeneration, such as Fatty Acid Transport [20,63,64] and Axon Guidance [65] were notably modulated. Interestingly, we also observed indications of improved mitochondrial function—enhanced activation of Oxidative Phosphorylation and TCA Cycle pathways and reduced Mitochondrial Dysfunction signaling. Together, these pathway changes indicate that delayed delivery of atorvastatin may exert protective effects on mitochondrial integrity post-injury, possibly critical post-SCI for repair, reestablishment, and maintenance of neural pathways for rapid and effective sensorimotor transmission [[66], [67], [68]]. Within the context of atorvastatin treatment during the chronic period of SCI recovery, these initial pathway analyses highlight both known mechanisms, such as fatty acid transport, as well as less researched mechanisms, such as mitochondrial function, by which delayed treatment may benefit sensorimotor recovery.

Gene-level analyses revealed precise modulatory effects of 13 genes regulated by delayed delivery of atorvastatin post-SCI, indicating nuanced mechanistic roles for the drug in neural repair. Atorvastatin modulated genes such as *Fabp7* (further upregulating post-SCI activation) and *Unc5c* (abrogating post-SCI activation), which drive, respectively, the Fatty Acid Transport and Axon Guidance pathways identified in the PANTHER GO-Slim pathway analyses. Heightened expression of *Fabp7* [[69], [70], [71], [72], [73]] or moderate-to-high expression of *Unc5c* [[74], [75], [76], [77], [78], [79], [80]], independently, have previously been reported essential for normal CNS development, function, or repair.

Additional GO analyses with DAVID highlighted *Rest* [[81], [82], [83], [84], [85], [86], [87]] and *Klf4* [[88], [89], [90]], both upregulated with atorvastatin and with prior known neuroprotective effects, as both driving Somatic Stem Cell Population Maintenance and Negative Regulation of Gene Expression. The amplified expression of these genes further supports atorvastatin’s potential to favorably modulate cellular pathways integral to stem cell maintenance and gene expression regulation when delivered at a chronic time point after SCI. We note, importantly, that GO analysis only highlights previously established associations, and the absence of a significant GO term for other genes among the 13 analyzed does not imply lesser involvement in promoting SCI recovery. Taken together, these findings offer a more nuanced understanding of atorvastatin's role in enhancing neuroprotective responses and identify novel targets for future interventional studies to promote recovery after chronic SCI.

Despite these promising findings, implications for translation require careful consideration. While atorvastatin shows potential to promote recovery when delivery initiation is delayed to a chronic time point after SCI, factors such as optimal dosing [38], timing of administration [37,91], and potential side effects [16] require thorough investigation in future studies. Given the complexity of SCI pathophysiology and atorvastatin's broad biological impacts, it is crucial to delineate the specific mechanisms through which atorvastatin aids sensorimotor recovery. Recognizing these mechanisms is particularly significant, as statins are widely prescribed to mitigate cardiovascular disease—a leading cause of death among the general population and notably elevated among individuals with SCI [92,93]. A more nuanced understanding of atorvastatin's mechanistic functions in SCI recovery may provide additional benefits by optimizing the conditions under which statins are administered post-injury, potentially enhancing later-stage neuroprotective or neuro-regenerative effects [10]. Within the context of the injured spinal cord, this may require additional investigations of the drug’s well-documented effects on lipid metabolism [94,95] and inflammation modulation [[96], [97], [98]], or exploring candidate effects newly reported here on mitochondrial integrity, axon guidance, or stem cell maintenance.

Our study on the effects of atorvastatin post-SCI reveals novel insights with therapeutic potential but is constrained by several limitations. The absence of a statin-treated uninjured control group and the use of only female mice restrict, respectively, our ability to isolate atorvastatin’s effects from general SCI responses and limit the generalizability of our findings. Future studies should comparatively study the effect of atorvastatin in the intact spinal cord to distinguish the drug's general effects from those specific to the SCI context. Additionally, in the current study, we delivered Atorvastatin via i.p. injection since this offered certain advantages, such as consistent delivery [50] and limited potential stress and injury from repeated oral gavage [48]. Given the promising impact on neurobehavioral outcomes in our model of chronic SCI, future efforts to study the impact of oral atorvastatin and optimal dosing will be essential to future clinical translation.

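With 7 SCI mice against 2 controls, edgeR's test recovered 74.0% of 200 changed genes in simulated counts, with 6.92% of its calls false, and DESeq2 recovered 81.0% with 21.0% false. These simulated controls had the spread of the SCI mice. In the deposited data, the median dispersion fitted within the group was 0.890 in the Uninjured Control mice, 0.0578 in SCI + Vehicle mice and 0.0433 in SCI + Atorvastatin mice. When simulated controls were given this larger spread and no gene was changed, a median of 4489.5 genes were called in the SCI + Atorvastatin comparison and 3758 in the SCI + Vehicle comparison over 20 draws.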

Having a small Uninjured Control group (n ​= ​2) additionally limited our statistical power, possibly limiting detection of DEGs in the comparative SCI conditions. Including additional uninjured samples in future studies may enhance the detection of more subtle transcriptomic differences. 

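Uninjured Control replicates 1 and 2 lay apart by 9483 on the first components of TPM without a logarithm, against a mean of 13961 between pairs of SCI + Atorvastatin mice and 38334 between pairs of SCI + Vehicle mice. This setting was chosen after the values were seen. A single RNA, Rpph1, held 94.1% of the squared weights on that PC1. It is a ribozyme gene on chromosome 14 of GRCm38 from 50807449 to 50807767. Without Rpph1 the distances were 5341, 5765 and 7432, and without the 10 genes of highest weight 5690, 2489 and 4208.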

Importantly, however, PCA showed that the two uninjured mice clustered tightly and were distinctly separated from injured samples (Fig. 3E). Additionally, despite the small uninjured group, we detected over 3500 differentially expressed genes in the comparison of SCI to Uninjured (Fig. 4A) with rigorous significance and fold-change thresholds (FDR <0.05 and log_2_(fold change) ​> ​0.322, respectively), but only 28 in the comparison of SCI ​+ ​Atorvastatin to SCI ​+ ​Vehicle with a more relaxed significance threshold (p ​< ​0.05), indicating the importance of the larger SCI groups and the ∼40 million read count/sample. These factors strengthen our confidence in the findings despite the small uninjured group.

The use of a mouse model, while a useful mammalian model, may independently limit or complicate translatability of results due to physiological differences from SCI in humans, potentially addressed in future research using humanized-mouse models [99,100] or studies in larger animal models [[101], [102], [103]]. Additionally, our transcriptomic data alone does not capture all cellular responses such as epigenetic changes, protein dynamics, or other microenvironmental changes, and candidate targets must be validated in tissue sections and/or in vitro through functional assays in murine or human-derived cells. To conclusively establish the efficacy of atorvastatin for treating spinal cord injuries in humans and identify its key transcriptomic mechanisms, future research will need ultimately to include well-designed clinical trials. These studies should incorporate diverse populations to determine the optimal treatment parameters and validate the preliminary findings presented here.

The current study focused on the impact of atorvastatin on sensorimotor outcomes, including gait and strength, in addition to gene expression profiles in the chronically injured spinal cord. We expect that the improvements in sensorimotor function observed, as well as the key molecular changes elicited in the spinal cord itself with delayed delivery of atorvastatin after SCI will provide key rationale for future efforts to examine a wider range of behavioral outcomes, such as neuropathic pain and cognition.

In summary, while our results are promising and suggest atorvastatin as a potential therapeutic agent for chronic SCI recovery, further research is required to understand the full scope of its benefits and limitations. Future studies should aim to explore the optimal therapeutic window, dosing strategies to maximize recovery while minimizing adverse effects, and possible adjunctive benefits with other cellular [[104], [105], [106]] and/or physical rehabilitation [105] therapies. Given atorvastatin’s prior established safety profile and efficacy in the chronic SCI model tested here, we conclude that this statin is a promising candidate for further study as part of existing SCI treatment regimens, especially where already indicated for cardiovascular health and when initiated in the chronic recovery period.

## Data availability statement

The raw and processed datasets and a detailed description of the data-processing pipeline utilized for this study are available at the GEO repository: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&amp;acc=GSE271662.

## Credit Author Statement

**Samuel Buchl**: Conceptualization, Methodology, Data Curation, Software, Formal Analysis, Writing - Original Draft, Review & Editing, Visualization.

**Ha Neui Kim**: Methodology, Investigation, Formal Analysis, Writing - Review & Editing.

**Benjamin Hur**: Conceptualization, Methodology, Software, Formal Analysis, Data Curation, Writing – Original Draft, Review & Editing.

**Whitney Simon**: Methodology, Investigation, Writing – Original Draft, Review & Editing.

**Monica Langley**: Formal Analysis, Writing - Review & Editing.

**Jaeyun Sung**: Conceptualization, Methodology, Formal Analysis, Supervision, Writing - Review & Editing.

**Isobel Scarisbrick**: Conceptualization, Methodology, Supervision, Project Administration, Funding Acquisition, Resources, Writing - Original Draft, Review & Editing.

## Declaration of Generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the author S. C. Buchl utilized ChatGPT (GPT-4, OpenAI) during the final editing stages to improve word choice and readability. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## Funding statement

This work was supported by R01NS120877 from the National Institutes of Health, the Minnesota State Spinal Cord Injury and Traumatic Brain Injury Research Grant Program, and by the Mayo Clinic Center for Biomedical Discovery. The funders had no role in study design, data collection, or analysis.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

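The data are RNA sequencing of spinal cord from 16 mice, 7 with SCI + Atorvastatin, 7 with SCI + Vehicle and 2 in the Uninjured Control group. The authors trimmed reads with Trimmomatic, aligned them with STAR to mm10 and quantified genes with RSEM. They deposited whole-number counts and TPM for 24411 gene symbols. The step behind the whole-number counts is not named in the paper's text. TPM are normalized for gene length by the authors and the counts carry no normalization. Libraries held 14823292 to 25579826 counts on genes. A count of 0 allows up to 3 counts of the library, which is 0.117 to 0.202 CPM. Conditions were taken from the sample labels.

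Genes with a mean TPM above 1 in at least 1 of the 3 conditions were tested (16091 genes), the reading of the paper's filter whose number was nearer the paper's. Taking a mean of exactly 1 as passing gives 16092 genes. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM, quasi-likelihood test, the 2 groups compared in each fit, Benjamini-Hochberg adjustment). The standard errors given with edgeR's log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. Alternatives used DESeq2 1.42.0 and limma 3.58.1. Lists of genes were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Principal components were computed on log2(TPM + 0.001), centred per gene, and the spread within groups was compared by an exact permutation test. Gene positions are those of GRCm38. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

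The methods were tested on simulated data with 200 changed genes among 16091. These genes were drawn above a minimum of counts, and their log2 changes were well above 0.322. With 7 mice against 7, edgeR recovered 90.5% of them with 4.23% false calls, DESeq2 94.5% with 11.3%, and voom with group quality weights 86.0% with 2.82%. With 7 against 2, limma on log2(TPM + 1) recovered 61.5% and voom with group quality weights 69.0%. A list shifted by simulation had a camera p of 1.41e-115 in limma and a list that was not shifted 0.542. The simulated genes varied independently, while the estimated correlation within the Oxidative Phosphorylation list was 0.495 in the data. This check therefore does not cover the preset correlation for genes that move together. Calls against the shared controls were simulated in 20 draws without any change of expression, with the controls drawn around the mean of the SCI mice. The planned form, which kept the 2 controls and drew both SCI groups around their mean, gave 0 calls. The split of the 14 SCI mice into groups was drawn 100 times.

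Genes named in the text were taken from those the paper names in its text, figures or supplementary tables, the 5 called genes with the smallest p in each direction of each comparison, and the genes of 21 lists. Genes outside this rule, such as Rpph1, were chosen after their values were seen. The receptor genes are also outside it, and their tests were set before their counts were looked at. The lists cover 5 pathways and, as candidate sources of RNA, liver, kidney, skeletal muscle, red blood cell, adipose, peripheral nerve, dorsal root ganglion, caudal and thoracic Hox genes, neuron, oligodendrocyte, astrocyte, microglia or macrophage, fibroblast, endothelium, and smooth muscle or pericyte. This rule, the lists and the following alternatives were set before the data were examined. The alternatives were DESeq2, its size factors in edgeR, all 3 groups in 1 fit, other gene filters, other thresholds, limma on log2(TPM + 1), the replicate number as a block, other forms of the principal components, and each SCI mouse left out in turn. Each Uninjured Control mouse was also left out in turn, for values without a test. The 5 alternatives added after the data were seen are named where they appear. Sensorimotor data, histology, IPA, PANTHER and DAVID were not analysed here. Results of some single genes are not reported here.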

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

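The tests in this part were chosen after the values were seen, except those on olfactory and vomeronasal receptor genes, which were set before their counts were looked at. In 92 sets of 7 values (library measures, list levels, TPM of the 13 genes of Fig. 5 and Rpph1, and distances on the principal components, in each SCI group), the gap of the most distant mouse to its nearest neighbour was divided by the range of the group. In 9 sets this was above Dixon's 95% critical value, and chance alone gives about 4.6.

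SCI + Vehicle replicate 4 had 14823292 counts on genes, against 22755746 to 23933435 in the other mice of the group (gap over range 0.871). The number of genes with counts in this library, 16882, lies within the range of the group. No explanation of the lower total was tested, and none of a biological kind. In SCI + Vehicle replicate 7 the 10 genes with most counts took 7.63% of the library, against 8.41% to 8.94% in the others (gap over range 0.592). The same mouse had the highest level of the Oxidative Phosphorylation list, 6.50 on the log2 scale against 5.96 to 6.16 (gap over range 0.628).

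SCI + Vehicle replicate 1 had 1900 genes with at least 10 counts and a TPM of 0, against 598 to 786 in the others of the group (gap over range 0.856), and a caudal Hox level of 0.66 on the log2 scale against -1.21 to -1.02 (gap over range 0.898). SCI + Atorvastatin replicate 4 had 838 such genes against 581 to 651 (gap over range 0.728). Reads from unspliced or genomic sequence are a candidate explanation. Olfactory and vomeronasal receptor genes had counts in 424 of 1455 genes in SCI + Vehicle replicate 1 and in 266 in SCI + Atorvastatin replicate 4, against 34 to 195 in the other SCI mice. A piece of tissue from a more caudal level stays open for the Hox genes. The thoracic Hox list in this mouse was -0.57 relative to the highest of the other SCI mice. At 4.94 it lay within their range of 4.93 to 5.51, so it cannot decide this. Most of the caudal genes lie near the floor (Hoxa11 had 54 counts in this mouse, Hoxd11 27). A more caudal piece therefore cannot be told apart from the reads above in this single library. Without this mouse 32 genes were called between the treatments, of which 20 were also called against the controls. Of the 10 caudal Hox genes, the cord of the SCI mice expresses 3 above the floor. In the Uninjured Control mice the caudal Hox level was 2.35 and -0.24, against -1.34 to 0.66 in the SCI mice. Their thoracic Hox level was 4.86 and 4.51, against 4.93 to 5.51. Above every SCI library in both controls lay 1 caudal and 2 thoracic Hox genes, and several had a count of 0 in a control. The level of the cord piece was not tested in the controls and stays open there too.

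SCI + Vehicle replicate 3 was highest of its group for skeletal muscle genes, 5.70 on the log2 scale against -0.91 to 0.93 (gap over range 0.722), and for dorsal root ganglion genes, 3.17 against -0.36 to 1.08 (gap over range 0.592). SCI + Atorvastatin replicate 2 was highest for adipose genes, 3.05 against -1.86 to -0.18 (gap over range 0.658). Skeletal muscle in the tissue sample is a candidate explanation of the first. Of the 13 genes of the list, the cord of the SCI mice expresses 12 above the floor. All 13 were highest in this mouse among the SCI mice other than SCI + Atorvastatin replicate 2, which had the highest value in all 13. Myh1, an abundant muscle gene, had 34096 counts in SCI + Atorvastatin replicate 2, 5361 in SCI + Vehicle replicate 3, 1144 in SCI + Atorvastatin replicate 4 and at most 403 in the other SCI mice. Between the treatments the skeletal muscle list differed by 1.23 on the log2 scale (exact permutation p = 0.410, adjusted p = 0.764 over 21 lists).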

How the results depend on the processing

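Against the Uninjured Control group, counts of DEGs moved by more than 1.5 times in the settings named here. They are given in the order SCI + Vehicle, SCI + Atorvastatin, shared, unique to SCI + Atorvastatin and unique to SCI + Vehicle, and the reported counts are 4789, 6259, 4626, 1633 and 163. With a mean TPM above 1 in every condition there were 2394, 3693, 2324, 1369 and 70. At least 10 counts in every sample gave 2867, 4033, 2760, 1273 and 107, with fewer genes tested in both cases. An adjusted p below 0.01 gave 2605, 4138, 2468, 1670 and 137. All 3 groups in 1 fit gave 6586, 7126, 6272, 854 and 314. Of the settings added after the data were seen, voom with group quality weights gave 131, 145, 107, 38 and 24, and genes with counts in both Uninjured Controls 2975, 4191, 2878, 1313 and 97. In voom each group has its own weight, and the cause of the other differences was not tested. Leaving out 1 SCI mouse, the genes unique to SCI + Atorvastatin numbered from 1149 (without SCI + Atorvastatin replicate 7) to 2487 (without SCI + Vehicle replicate 2), and those unique to SCI + Vehicle from 63 (without SCI + Vehicle replicate 5) to 356 (without SCI + Atorvastatin replicate 7). More genes were unique to SCI + Atorvastatin in every setting run. DESeq2's size factors, DESeq2 and the fit without a limit on the log2 fold change kept the 5 counts within 1.5 times, as did no gene filter and limma on log2(TPM + 1). The share of upregulated calls in the SCI + Vehicle comparison was 66.7%, and went from 11.5% with voom and 46.5% with at least 10 counts to 84.5% with limma on log2(TPM + 1), where 3763 were upregulated and 689 downregulated. In voom 15 were upregulated and 116 downregulated. For genes with counts in both controls, 1348 were upregulated and 1627 downregulated.

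Between the treatments, 17 genes were called, and 8 of them also against the controls. DESeq2 called 37 and 19, all 3 groups in 1 fit 1 and 1, a mean TPM above 1 in every condition 11 and 5, and an adjusted p below 0.05, alone or with the stricter threshold, 0 and 0. At an unadjusted p below 0.05 there were 1132 genes. With the replicate number as a block there were 8 and 4. The numbers do not pair the mice, since the correlation of deviations within the 7 pairs was -0.15 to 0.087. Of the settings added after the data were seen, voom with group quality weights gave 8 and 0, genes with counts in both controls 10 and 6, and DESeq2 on all genes followed by the TPM filter 28 and 13 in every condition and 34 and 19 in at least 1 condition. Leaving out 1 mouse, the calls ranged from 5 (without SCI + Atorvastatin replicate 2) to 32 (without SCI + Vehicle replicate 1), and those also called against the controls from 3 to 20 in the same 2 fits. In each of these settings 0 genes had an adjusted p below 0.05. With SCI + Vehicle replicates 1 and 2 both left out, 157 genes were called and 3 had an adjusted p below 0.05. The top 40 genes shared were 16, and 26 with all 3 groups in 1 fit and 27 with limma on log2(TPM + 1).

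PC1 held 49.8% of the variance, and 43.8% with pseudocount 1, 38.3% with each gene scaled, 53.2% on log2 CPM, 37.5% with all genes detected, 15.6% with the 14 SCI mice only, 71.5% with samples as variables and 84.1% on TPM without a logarithm, which was added after the data were seen. It was 50.3% to 52.2% with 1 SCI mouse left out. The ratio of spreads was 2.64 and not past 0.05. It was past 0.05 over all components, at 1.23, and on TPM without a logarithm, at 2.70, and not in the 14 fits with a mouse left out (1.84 to 3.49). With the 14 SCI mice only it was 6.08 (exact permutation p = 0.0699).

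Of the lists, the Oxidative Phosphorylation list ranged from -0.11 (without SCI + Vehicle replicate 5) to -0.020 (without SCI + Vehicle replicate 7) on the log2 scale, the TCA cycle list from -0.080 to -0.018 and the cholesterol biosynthesis list from -0.14 to -0.038, and each was no longer past an adjusted camera p of 0.05 without SCI + Vehicle replicate 7. The TCA cycle list also fell short of it in other fits with a mouse left out, 4 in all, and the cholesterol biosynthesis list in 6. With the replicate block the TCA cycle list (-0.048) and the cholesterol biosynthesis list (-0.073) were not past it either. The medians of the fatty acid beta-oxidation list (0.020, and -0.032 to 0.055 with a mouse left out) and of the SREBP2 response list (-0.0032, and 0.0022 without a gene filter, 0.013 with the block and -0.079 to 0.059 with a mouse left out) changed sign and were never past 0.05.

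For 30 named genes, 1722 alternative values were computed, of which 1416 kept their direction and their side of the threshold, 188 were weaker, 58 stronger and 53 moved. The remaining 7 were reversed. With the first Uninjured Control mouse left out, the log2 fold change of Pgbd5 was 0.75 in SCI + Vehicle and 0.40 in SCI + Atorvastatin, that of Atp6v1g2 in SCI + Vehicle 0.12, and that of Pear1 0.76 in SCI + Vehicle and 1.66 in SCI + Atorvastatin. With the other left out, they were -1.17, -1.52, -0.83, -1.36 and -0.47. With limma on log2(TPM + 1), Pgbd5 in SCI + Vehicle was 0.019 and Pear1 in SCI + Atorvastatin -0.16. The cause was not tested. The median log2 fold change of all genes in the SCI + Vehicle comparison was 0.17, and 0.49 with limma on log2(TPM + 1).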

Differences from the paper's values

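Between the treatments, 17 genes were called against the paper's 28, and 8 of them against the paper's 13 were also called against the Uninjured Control group. Of the alternatives set before the data were examined, DESeq2 gave 37 and 19 and limma on log2(TPM + 1) 20 and 12, both within 1.5 times, and no gene filter gave 19 calls between the treatments. The others, apart from fits with a mouse left out, were further away. Of the genes upregulated in SCI + Atorvastatin alone, 891 were called against the paper's 565. DESeq2 (725), its size factors in edgeR (845), all 3 groups in 1 fit (377), a mean TPM above 1 in every condition (566) and at least 10 counts in every sample (588) were within 1.5 times, and no gene filter, an adjusted p below 0.01, no log2 limit and limma were not. Among the shared genes 3112 were upregulated against the paper's 1798, and a mean TPM above 1 in every condition (1240), at least 10 counts in every sample (1302) and an adjusted p below 0.01 (1876) were within 1.5 times. PC1 held 49.8% of the variance against about 84% in Fig. 3E, read by eye, and of the alternatives set before the data were examined only samples as variables (71.5%) came within 1.5 times.

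With DESeq2 run on all genes and the filter of a mean TPM above 1 in every condition applied afterwards, a setting chosen after the values were seen, 1225 genes were unique to SCI + Atorvastatin (565 upregulated, 660 downregulated) and 175 to SCI + Vehicle, 3508 were shared (1797 upregulated, 1711 downregulated), 4908 were called in all, 28 were called between the treatments and 13 of these also against the controls. These 13 are the genes of Fig. 5, and the top 40 genes shared numbered 20. The log2 fold changes of the 80 lines of Supplementary Table 1 then differed by at most 4.91e-05. Genes with counts in both Uninjured Controls, also chosen after the values were seen, gave 548 upregulated genes unique to SCI + Atorvastatin and 1307 shared. TPM without a logarithm, again chosen after the values were seen, put 84.1% of the variance on PC1.

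With DESeq2 on all genes and that filter afterwards, chosen after the values were seen, 79 genes unique to SCI + Vehicle were upregulated and 96 downregulated, while the paper's text gives the larger number to the upregulated genes. In edgeR they were 83 and 80. The paper's methods and Fig. 5 place the limit between the treatments at a p of 0.001 and its discussion at 0.05. At 0.05, 1132 genes passed without a fold change limit. The paper names Klf4 and Mir124-2hg among the genes changed against the Uninjured Control group, and neither was called in edgeR (adjusted p = 0.134 and 0.111 with atorvastatin). Both were called with atorvastatin under DESeq2 and with all 3 groups in 1 fit, as was Pgbd5, which had an adjusted p of 0.0743 in edgeR. The paper describes Plekhg2 as upregulated in both SCI conditions, and with vehicle its adjusted p was 0.0767 in edgeR. It was called with vehicle under DESeq2 and with all 3 groups in 1 fit. The paper states tight clustering of the Uninjured Control mice, which were 705 apart on PC1 and PC2, against 38.7 between SCI + Vehicle mice. Over all components the distances were 705 and 310. On PC1 and PC2 of TPM without a logarithm, chosen after the values were seen, they were 9483 and 38334. The paper states greater Oxidative Phosphorylation activation from the genes unique to SCI + Atorvastatin, and 7 of the 7 such genes on the list used here were downregulated. The paper also states greater activation of the TCA cycle and of cholesterol biosynthesis, whose lists had median log2 fold changes of -0.053 and -0.078 relative to vehicle. These statements of the paper rest on IPA Z-scores of sets of called genes, which are not the same measure as the lists used here and need not point the same way. Ltbp1, Smtn, Palm3, Pgbd5, Atp6v1g2 and Mir124-2hg, which the paper places among the genes different between the treatments, had unadjusted p values from 0.00114 to 0.00195 in edgeR and were called with DESeq2, set before the data were examined, and with DESeq2 on all genes, chosen after the values were seen. Supplementary Table 3B places Mir124-2hg, Rest and Klf4 under Calcium Ion Binding, and the paper's text other genes.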

Other observations

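All tests in this part were chosen after the results were seen, except where stated. In both Uninjured Control libraries many genes well expressed in the SCI mice had a count of 0. Depth argues against itself as the cause, since the SCI library with the lowest total had counts in 16882 genes, against 12732 and 12356 here. The top 100 genes took at most 20.1% of the counts in these libraries, and the lowest share in an SCI library was 19.9%. Absence of the transcripts from uninjured cord could not be the whole cause, since under a model in which the genes at 200 to 500 counts are at 0 by a part shared by both controls and an own part of each, the own part of replicate 2 was 14.2%. Few distinct RNA molecules in these libraries are a candidate explanation, since 20.7% of the genes at 200 to 500 counts were at 0 in 1 control and counted in the other. No biological explanation other than injury was tested.

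The 2 controls differ from each other far more than SCI mice do. Drawn with this spread and without any change of expression, 20 simulations gave at most 3656 shared calls against 4626 observed. By this total, the spread between controls as the whole cause and a change of expression cannot be told apart, because the simulated controls had a median of 3885 genes at 0 in 1 control or both, against 4965 in the data. Fitted on the genes with counts in both controls, the simulations gave at most 1889 shared calls against 2878 observed, while the median absolute log2 ratio between the 2 controls was 0.92 in the simulations and 0.67 in the data. This argues against the spread between controls as the whole cause in these genes. That prediction was set before the simulated values were seen, with the observed number known. The log2 fold changes of the 2 comparisons had a correlation across genes of 0.993 in these simulations and 0.988 in the data. Voom with group quality weights called at most 23 genes in SCI + Atorvastatin and 36 in SCI + Vehicle in the simulations. In the data it called 145 and 131. The limit from the fewer simulated genes at 0 holds for these numbers too.

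Splits of the 14 SCI mice into groups of 7 were drawn 100 times, the real split included. In 28 splits at least 17 genes were called between the sets, and in 21 splits at least 8 of these were also called against the controls. In 6 splits at least 1132 genes had an unadjusted p below 0.05, and no split gave a gene with an adjusted p below 0.05. The set with more unique genes had at least 1633 in 5 of the 100 splits, and the ratio of unique genes was at least 10.0 in 10. The mouse SCI + Vehicle replicate 7 was in the set with fewer unique genes in 95 splits. A camera p as small came in 52 splits for the Oxidative Phosphorylation list, 44 for the TCA cycle, 20 for cholesterol biosynthesis, 92 for fatty acid beta-oxidation and 86 for the SREBP2 response.

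The larger number of genes unique to SCI + Atorvastatin may follow from a larger spread between the mice of SCI + Vehicle, since the ratio of unique genes fell from 10.0 to 2.72 with 1 spread for all groups. Of the 1633 genes, 92.1% were past the fold limit in the same direction in SCI + Vehicle, but both fold changes use the same 2 controls, and in the simulations without any change of expression the median share was 97.7%. Genes that atorvastatin alone changes therefore cannot be told apart from genes changed in both conditions. SCI + Vehicle replicate 7 alone is a candidate cause as well. Without it and with 1 SCI + Atorvastatin mouse left out the ratio was 3.50 to 5.05 (median 4.40), against 7.49 to 20.6 without another SCI + Vehicle mouse. With replicate 7 alone left out, and so groups of unequal size, the ratio was 10.97 and did not fall below 10.0. With another SCI + Vehicle mouse alone left out it was 20.35 to 37.19. In 10 of 100 splits of 12 of the other SCI mice into 6 and 6 the ratio was at least 4.40, with a median of 1.75. This test was set before the values of these splits were seen. An effect of treatment on the size of these changes stays open. Between the treatments 230 of the genes had an unadjusted p below 0.05 in edgeR's test and 0 an adjusted p below 0.05. The 230 cannot decide it, since the genes were chosen in the same mice for a call with atorvastatin and none with vehicle. That choice alone raises the number of small p values between the treatments.

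Fibroblast and peripheral nerve genes were low in SCI + Vehicle replicates 4 and 7. Their fibroblast level was -3.33 relative to the other 12 SCI mice on the log2 scale, and that of the neuron list was 0.36, which argues against a loss of RNA of all cell types alike. All 8 fibroblast and 5 nerve genes are expressed in the cord of the SCI mice. Less meninges and nerve root in the tissue piece is a candidate explanation, from the same value of -3.33. The fibroblast list was 1.40 higher with atorvastatin (exact permutation p = 0.0256, adjusted p = 0.144 over 21 lists). With the fibroblast level as a covariate, 16 genes were called between the treatments, of which 0 were among the 17. The 17 genes kept a median of 78.2% of their fold change and all 17 kept their direction. Whether tissue content or treatment is behind these calls cannot be told apart, because the list itself differs between the treatments and the genes were chosen for their difference. Without SCI + Vehicle replicates 4 and 7, 3 genes were called, 2 of them among the 17, and all 17 kept an unadjusted p below 0.05 in edgeR's test. Of the other pairs of SCI + Vehicle mice, leaving out a pair with replicate 4 or 7 gave 4 to 23 calls and a pair with neither gave 6 to 157, where 6 came without replicates 3 and 5.

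Of 26 liver genes, 23 lay above every SCI library in both Uninjured Control libraries, against 0 of 14 kidney and 0 of 13 skeletal muscle genes, so RNA of liver in these samples is a candidate explanation. The cord of the SCI mice expresses 9 of the 26 above the floor. Of the neuron list, 6 of 12 genes also lay above every SCI library. Alb had 60169 counts in replicate 1 and 10471 in replicate 2, and replicate 1 was higher in all 23 genes with a median log2 ratio of 2.50. Of the 15 downregulated genes with the largest fold changes in the paper's Supplementary Table 1, 5 are on the liver list. All 10 upregulated genes with the largest fold changes there had a count of 0 in both controls while their mean TPM there was 6.58 to 26.7, so counts and TPM that disagree in these libraries could explain them. Their log2 ratio of mean TPM ranged from -0.87 to 2.37.

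On TPM without a logarithm, PC1 held 84.1% of the variance. Rpph1 held 94.1% of its squared weights and 79.8% of the total variance, so this single RNA may account for that component. A new PC1 held 87.6% without Rpph1 and 47.5% without the 10 genes of highest weight. The TPM of Rpph1 ranged from 15868 to 115239. Without it the ratio of spreads was 1.20, so this RNA may account for the tighter clustering of SCI + Atorvastatin there. For the Oxidative Phosphorylation list, 76 of 100 splits of the SCI mice gave a camera p below 0.05, which is consistent with genes of the list moving together from mouse to mouse.

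The remaining lists, between SCI + Atorvastatin and SCI + Vehicle mice, gave exact permutation p values adjusted over 21 lists of 0.0245 for caudal Hox (difference -0.42 on the log2 scale), 0.144 for peripheral nerve (1.39) and endothelium (0.36), 0.509 for neuron (-0.15) and microglia or macrophage (0.14), 0.616 for smooth muscle or pericyte (0.30), 0.764 for skeletal muscle (1.23), oligodendrocyte (-0.048) and astrocyte (-0.030), 0.898 for red blood cell (0.14), adipose (0.39), dorsal root ganglion (-0.24) and thoracic Hox (-0.029), and 0.913 for liver (-0.037) and kidney (-0.055). Without SCI + Vehicle replicate 1 the difference for caudal Hox was -0.17 (exact permutation p = 0.00175 over 1716 splits), with the other vehicle mice at -1.21 to -1.02 and the atorvastatin mice at -1.34 to -1.18. Without SCI + Vehicle replicate 7 that for peripheral nerve was 0.82 (exact permutation p = 0.0431).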
